# Interferon-gamma is quintessential for NOS2 and COX2 expression in ER^-^ breast tumors that lead to poor outcome

**DOI:** 10.1038/s41419-023-05834-9

**Published:** 2023-05-11

**Authors:** Robert Y. S. Cheng, Lisa A. Ridnour, Adelaide L. Wink, Ana L. Gonzalez, Elise L. Femino, Helene Rittscher, Veena Somasundaram, William F. Heinz, Leandro Coutinho, M. Cristina Rangel, Elijah F. Edmondson, Donna Butcher, Robert J. Kinders, Xiaoxian Li, Stephen T. C. Wong, Daniel W. McVicar, Stephen K. Anderson, Milind Pore, Stephen M. Hewitt, Timothy R. Billiar, Sharon A. Glynn, Jenny C. Chang, Stephen J. Lockett, Stefan Ambs, David A. Wink

**Keywords:** Translational research, Prognostic markers

## Abstract

A strong correlation between NOS2 and COX2 tumor expression and poor clinical outcomes in ER breast cancer has been established. However, the mechanisms of tumor induction of these enzymes are unclear. Analysis of The Cancer Genome Atlas (TCGA) revealed correlations between NOS2 and COX2 expression and Th1 cytokines. Herein, single-cell RNAseq analysis of TNBC cells shows potent NOS2 and COX2 induction by IFNγ combined with IL1β or TNFα. Given that IFNγ is secreted by cytolytic lymphocytes, which improve clinical outcomes, this role of IFNγ presents a dichotomy. To explore this conundrum, tumor NOS2, COX2, and CD8^+^ T cells were spatially analyzed in aggressive ER–, TNBC, and HER2 + breast tumors. High expression and clustering of NOS2-expressing tumor cells occurred at the tumor/stroma interface in the presence of stroma-restricted CD8^+^ T cells. High expression and clustering of COX2-expressing tumor cells extended into immune desert regions in the tumor core where CD8^+^ T cell penetration was limited or absent. Moreover, high NOS2-expressing tumor cells were proximal to areas with increased satellitosis, suggestive of cell clusters with a higher metastatic potential. Further in vitro experiments revealed that IFNγ + IL1β/TNFα increased the elongation and migration of treated tumor cells. This spatial analysis of the tumor microenvironment provides important insight into distinct neighborhoods where stroma-restricted CD8^+^ T cells exist proximal to NOS2-expressing tumor niches that could have increased metastatic potential.

## Introduction

Estrogen receptor alpha-negative (ER−) and triple-negative breast cancer (TNBC) account for a smaller proportion of breast cancer types but are among the most aggressive malignancies with limited treatment strategies when compared to less aggressive ER + tumors [1]. During the past decade, a significant proportion of cancers have demonstrated elevated NOS2 expression [2], where cancers ranging from melanoma to glioma overexpress NOS2 [3–6]. In breast cancer, increased NOS2 has been reported in >70% of patients [7]. Interestingly, elevated tumor NOS2 expression correlated with P53 mutation and was predictive of poor survival in ER− (Hazard Ratio = 6) but not ER + breast cancer patients [7, 8]. While elevated tumor COX2 expression was also predictive of a poor outcome as defined by HR of 2.45 in ER- patients from the same cohort [9], elevated NOS2/COX2 coexpression was strongly predictive of poor outcome (HR 21) [10]. These results suggest that elevated tumor NOS2/COX2 coexpression drives the progression of aggressive breast cancer phenotypes [10, 11]; however, mechanisms of NOS2/COX2 induction within tumors remain unclear.

Examination of The Cancer Genome Atlas (TCGA) has revealed correlations between tumor NOS2/COX2 expression and interferon-gamma (IFNγ), interleukin-17 (IL17), IL1, and toll-like receptor-4 (TLR4), which are frequently associated with anticancer effects [12]. Interestingly, these associations are contradictory as elevated tumor NOS2/COX2 expression predicts poor clinical outcomes [7, 9, 10]. Recently, elevated NOS2 and COX2 expression was discovered in distinct immune and tumor cells upon treatment with IFNγ and cytokines or TLR4 agonists, consistent with feedforward NOS2/COX2 signaling as previously reported [10, 13]. These results suggest an orthogonal relationship between tumor NOS2/COX2 expression, which could promote distinct tumor microenvironments that contribute to poor clinical outcomes [13].

To explore these possibilities, herein, we show that Th1 cytokines effectively stimulate NOS2 and COX2 expression in tumor cells in vitro. Single-cell RNAseq (scRNAseq) analysis revealed that IFNγ combined with interleukin 1β (IL1β), or tumor necrosis factor-alpha (TNFα) induced higher NOS2/COX2 expression than the cytokines as single agents. In addition, cytokines that were upregulated in high NOS2-expressing ER-breast tumors [7, 10], including IL6 and IL8, were induced by these treatments and correlated with NOS2/COX2 expression. Also, this study reveals a unique synergy between IL1α/β that enhances the expression of NOS2 and COX2. Multiplex spatial imaging revealed clusters of high NOS2 expressing cells proximal to areas of stroma-restricted CD8^+^ T cells that are known to produce IFNγ and suggest a small inflammatory niche at the tumor/stroma interface in these tumors. While COX2 was present in these regions, it was more highly expressed further into the tumor, in immune desert areas with low CD8^+^ T cell penetration. Comparison of distinct sites within the same tumor, or geographic regions between tumors, suggests a spatial and temporal progression of inflammatory sites in areas of restricted lymphoid cells, which progresses to an immune desert in areas of high COX2 expression. These novel observations provide distinct spatial fingerprints of aggressive tumor phenotypes that correlate with decreased disease-specific breast cancer survival [7, 10].

## Results

### TCGA and bioinformatics for tumor NOS2/COX2 expression

Our previous work comparing high and low NOS2 and COX2 (also known as PTGS2) tumor expression revealed associations with a variety of inflammatory markers that are typically associated with antitumor activity [10], which prompted us to explore cytokine regulatory effects on NOS2/COX2 expression in tumor cells and tissues. A correlation analysis was performed using the Xena browser and TCGA database to gain a deeper understanding of the conditions associated with NOS2 and COX2 expressions in ER-breast cancer. The correlation analysis of TCGA-BRCA (breast cancer) revealed several inflammatory pathways associated with increased tumor NOS2/COX2 expression (Fig. 1A) that influenced clinical outcomes (Fig. 1B), including the antitumor-associated IFNγ, TNFα, IL2, IL1, and IL17 pathways (Fig. 1A). Moreover, tumor NOS2/COX2 expressions were positively correlated and Th1 cytokines had the strongest positive association with COX2, whereas IL1β was associated with NOS2 (Fig. 1A). These findings suggest a dichotomy within the tumor microenvironment (TME), where cytokines that are generally associated with favorable outcomes also promote elevated tumor NOS2/COX2 expressions (Fig. 1A), which are strong predictors of poor disease-specific survival in ER- breast cancer patients (Fig. 1B) [7, 9, 10]. To confirm the regulatory roles of these cytokine(s) in the induction of NOS2 and/or COX2 expressions, MDA-MB231 (MB231) breast cancer cells were stimulated with IFNγ in the presence and absence of TNFα, IL1β, IL17, and the TLR4 agonist lipopolysaccharide (LPS). 

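MDA-MB231 is a triple-negative human breast cancer cell line. Its single-cell RNA was counted in 20 libraries, 1 for each of 10 treatments at each of 24 and 48 h. The treatments were Control (ddH2O), IFNγ, IL1β, TNFα, IL17 and LPS alone, and IFNγ combined with IL1β, TNFα, IL17 or LPS. IFNγ is the main cytokine of Th1 lymphocytes, IL1β and TNFα are inflammatory cytokines that signal to NF-κB, IL17 is the cytokine of Th17 lymphocytes, and LPS is a bacterial cell wall component that activates TLR4. IFNγ was given at 100 U/mL, and IL1β and TNFα at 10 ng/mL. For IL17 the legend of Fig. 1 states 100 ng/ml and the methods state 10 ng/mL, and for LPS they state 10 ng/ml and 10 mg/mL. Cells were serum-starved overnight before treatment. The libraries were made with the Single Cell 3' kit of 10x Genomics, chemistry version 3, which reads the 3' end of a transcript and marks each captured molecule with a unique molecular identifier (UMI). The authors mapped the reads and counted UMIs per gene and cell with Cell Ranger. The version is 6.1.2 with pipeline 3.1.0 on GRCh38 in the methods, 3.0.2 in the submitters' processing notes and 3.1.0 in the header of the deposited matrices. The submitters' notes name the mouse build mm10, but the gene list of the matrices is human. The matrices hold UMI counts of human genes in 225761 barcodes called as cells, which is 8484 to 15887 per library (median 11215.5, mean 11288). The paper's own figure is an average of 10000 cells per sample. A library held 85172388 to 110720767 UMIs (median 101197082), and the median UMIs per cell ran from 5819 with IL17 at 48 h to 12390.5 with IFNγ + IL17 at 24 h. The median mitochondrial share of a cell's UMIs was 9.31% to 14.2%. The level of a gene in a library is given as CPM, its UMIs scaled to the total UMIs of the library, with an exact Poisson 95% interval. The share of cells with a UMI has an exact Clopper-Pearson 95% interval, and both intervals cover counting error only. For tests, the UMIs of a gene were summed over all cells of a library, since cells are not replicates, and the 20 sums were fitted together with treatment and time as additive terms, which left 9 residual degrees of freedom. edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment was run over 17538 genes, and a gene was called changed at an adjusted p under 0.05 and a fold of at least 2. The standard error of a log2 fold change is its size divided by the square root of the F statistic. With 1 library for each treatment and time, no treatment could be tested against Control at a single time, and a change is an effect shared by 24 and 48 h. No source used here says whether the libraries of a treatment came from separate cultures. The p-values measure the spread of these libraries around additive effects of treatment and time, not that of replicates. A response that differs between 24 and 48 h adds to this spread. A gene that did not pass may therefore still respond at one time. All cells are of 1 line, so no cell type that lacks a gene was there to measure free RNA, and no barcode was removed as a doublet.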

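NOS2, the enzyme that makes nitric oxide from arginine in inflammation, stood at 40.1 CPM (38.7 to 41.4) with IFNγ + IL1β and at 21.7 CPM (20.8 to 22.7) with IFNγ + TNFα at 48 h. The 48 h libraries with IFNγ + LPS and IFNγ + IL17 held 6.96 and 6.95 CPM of NOS2, and the library with IFNγ alone 0.378 CPM (0.267 to 0.519). No NOS2 UMI was found in either Control library, and a count of 0 allows up to 0.0340 CPM in the 48 h library (3 UMIs). Against that level NOS2 was at least 1177-fold higher with IFNγ + IL1β and at least 639-fold higher with IFNγ + TNFα. PTGS2, the gene of COX2, makes the precursor of the prostaglandins. Its level at 48 h was 1899.8 CPM (1890.5 to 1909) with IFNγ + IL1β, 2363 CPM (2353 to 2373) with IFNγ + TNFα, 229 CPM with IFNγ + LPS and 55.4 CPM with IFNγ + IL17. It was 15.2 CPM with IFNγ alone and 2.14 CPM (1.85 to 2.47) in Control, a ratio to Control of 886 (768 to 1028) for IFNγ + IL1β and 1102 (956 to 1278) for IFNγ + TNFα. The 24 h libraries held less of both transcripts after these combinations. NOS2 was 28.6 CPM with IFNγ + IL1β and 3.70 CPM with IFNγ + TNFα at 24 h, and PTGS2 was 1079 and 925 CPM. At 48 h the level of NOS2 with IFNγ + IL1β was 1.84 (1.74 to 1.95) times that with IFNγ + TNFα, whereas PTGS2 stood higher with IFNγ + TNFα. NOS2 (ENSG00000007171) lies on chromosome 17 from 27756766 to 27800529 and PTGS2 (ENSG00000073756) on chromosome 1 from 186671791 to 186680922 of GRCh38 in GENCODE release 44, both on the minus strand. That release is not the annotation the authors counted with. These values compare single libraries, without a replicate check at one time.

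**Figure D1:**
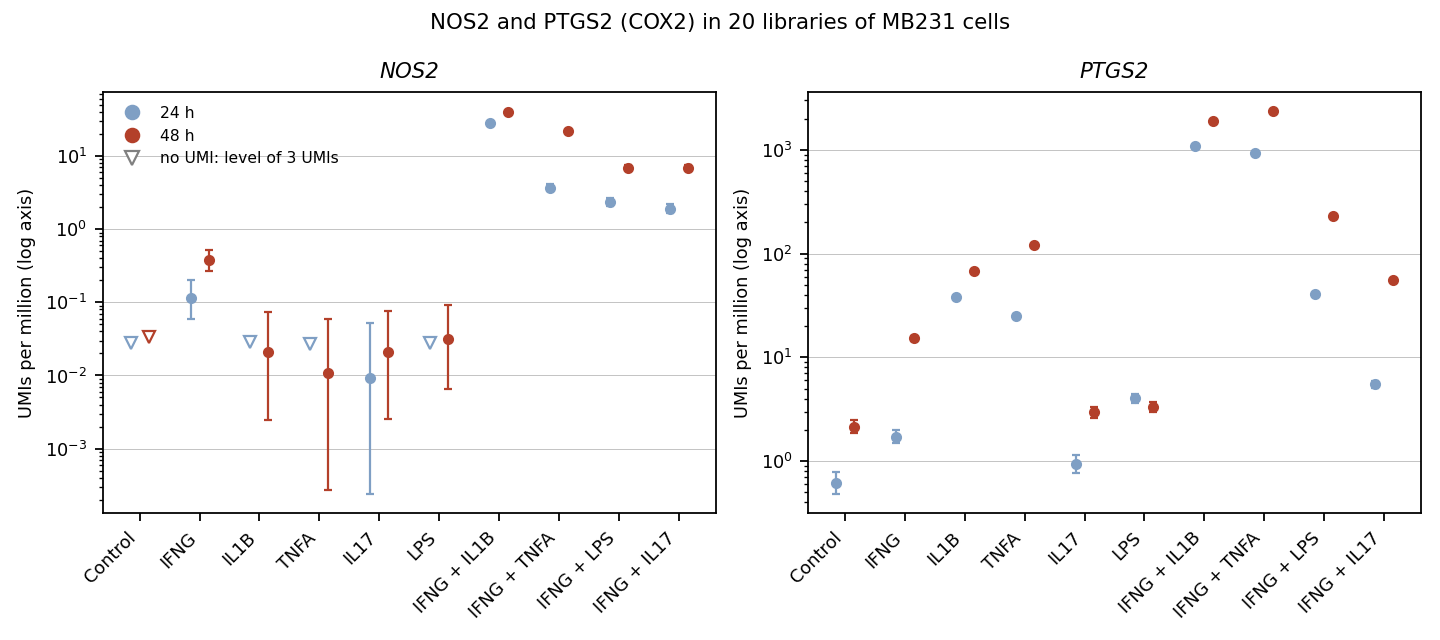
Level of NOS2 and PTGS2 in each of the 20 libraries, in CPM on a log scale, by treatment. Points are libraries at 24 h (blue) and 48 h (red) with exact Poisson 95% intervals, and open triangles mark the level of 3 UMIs in libraries without a UMI. In the libraries at 48 h, NOS2 reaches 40.1 CPM with IFNγ + IL1β and PTGS2 reaches 2363 CPM with IFNγ + TNFα.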

Single-cell RNAseq data revealed that 48 h exposure to IFNγ combined with TNFα or IL1β induced the highest expressions of NOS2 and COX2 (Fig. 1C). Consistent with previous reports in murine tumors [12], high NOS2 expression requires IFNγ and TNFα/IL1, which exhibit a striking difference in cytokines produced during induction of murine macrophages and tumor cells [12]. Moreover, scRNAseq of cytokine-stimulated MB231 cells revealed that a 48 h stimulation with IFNγ in the presence of IL1β or TNFα induced the highest NOS2 and COX2 expressions, which clustered in the same regions of the t-SNE plot (Fig. 1C, D). These results confirm high NOS2 and COX2 expression is induced by IFNγ combined with IL1β or TNFα as shown in the TCGA analysis. 

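At 48 h the level of NOS2 with IFNγ + IL1β was 106 (77.1 to 150.0) times and with IFNγ + TNFα 57.5 (41.8 to 81.5) times its level with IFNγ alone (exact conditional 95% intervals of counting error). Without IFNγ, NOS2 was 1 UMI with TNFα, 2 UMIs with IL17 and 3 UMIs with LPS at 48 h. The 24 h ratio to IFNγ alone was 249.9 (143 to 484) with IFNγ + IL1β and 32.4 (18.3 to 63.2) with IFNγ + TNFα. Of 17 genes of nitric oxide, arginine and tetrahydrobiopterin metabolism tested, 4 rose, 3 fell and 10 did not pass the test (adjusted over the list alone, 4 rose and 4 fell) with IFNγ + IL1β. GCH1, the first enzyme of synthesis of tetrahydrobiopterin, a cofactor of NOS2, ASS1, which returns citrulline toward arginine, and the arginine transporter SLC7A2 had log2 fold changes of 5.51, 4.86 and 2.69 (standard errors 0.64, 0.93 and 0.38, highest adjusted p = 0.00239 by edgeR). GCHFR, a feedback regulator of GCH1, fell (log2 fold change -1.99, standard error 0.45, edgeR's adjusted p = 0.00677). Under IFNγ + TNFα, of 17 genes of this list, 4 rose, 2 fell and 11 did not pass the test (adjusted over the list alone, 4 rose and 3 fell). GCH1, ASS1, SLC7A2 and GCHFR then had log2 fold changes of 6.27, 5.57, 2.97 and -2.72 (standard errors 0.66, 0.96, 0.38 and 0.47, highest adjusted p = 9.18e-04 by edgeR). Of 19 receptors and adaptors of the cytokines and LPS, 9 rose and 10 did not pass the test (adjusted over the list alone, 10 rose) with IFNγ + IL1β. Among them were the TNF receptor TNFRSF1B, the IL1 receptor IL1R1 and TRAF3IP2, an adaptor of the IL17 receptor, with log2 fold changes of 5.26, 2.48 and 2.22 (standard errors 0.32, 0.43 and 0.25, highest adjusted p = 0.00118 by edgeR). Under IFNγ + TNFα, of 19 receptors and adaptors, 9 rose and 10 did not pass the test (adjusted over the list alone, the same numbers). TNFRSF1B, the TLR4 partner LY96 and IL1R1 led them, with log2 fold changes of 5.46, 2.52 and 2.46 (standard errors 0.32, 0.32 and 0.43, highest adjusted p = 9.57e-04 by edgeR). The interaction test asks whether the effect of a combination on the log2 scale differs from the sum of the effects of its single cytokines. For IFNγ and IL1β it called 6 genes (5 above and 1 below that sum), and for IFNγ and TNFα 1 gene, the lysyl oxidase gene LOXL4 (log2 fold change -2.80, standard error 0.34, edgeR's adjusted p = 0.0274). NOS2 was not among them (edgeR's adjusted p = 1.00 with IL1β and with TNFα), and its counts of 0 to 2 without IFNγ leave the sum of its single effects without a usable standard error. At an unadjusted p under 0.05 the interaction tests called 554 and 621 genes, and DESeq2 called 66 and 89. In cells with at least 1000 genes and at most 20% mitochondrial UMIs they called 0 and 5, and with library size alone 3 and 4. The IL1β interaction count was 0 without any 1 of the 24 h Control, 48 h Control, 24 h IFNγ, 48 h IFNγ, 24 h IL1β, 48 h IL1β or 48 h IFNγ + IL1β libraries and 2 without the 24 h IFNγ + IL1β library. The TNFα interaction count was 0 without the 24 h Control library, 0 without the 48 h Control library, 0 without the 24 h IFNγ library, 0 without the 48 h IFNγ library, 0 without the 24 h TNFα library, 0 without the 48 h TNFα library, 31 without the 24 h IFNγ + TNFα library and 10 without the 48 h IFNγ + TNFα library. Genes of nitric oxide, arginine and tetrahydrobiopterin metabolism falling with IFNγ + IL1β numbered 1 without the 24 h Control or 24 h IFNγ + IL1β library. Genes of this list rising with IFNγ + TNFα numbered 7 without the 24 h Control library. Genes of this list falling with IFNγ + TNFα numbered 1 without the 48 h Control or 24 h IFNγ + TNFα library. GCHFR lost its call against Control with IFNγ + IL1β without the 24 h IFNγ + IL1β library (edgeR's adjusted p = 0.0748). LOXL4 did not pass without the 24 h Control, 48 h Control, 24 h IFNγ, 48 h IFNγ, 24 h TNFα or 48 h TNFα library (edgeR's adjusted p = 0.186, 0.207, 0.0830, 0.114, 0.209 and 0.125 in that order).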

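Cells with a NOS2 UMI lay mostly in the clusters with the highest PTGS2. When 20000 cells, 1000 from each library, were clustered without the genes the paper names, the 3 clusters with the highest PTGS2 of 17 held 330 of 456 NOS2-positive cells, which is 72.4% (exact 95% interval 68.0 to 76.4%). The same clusters held 21.3% of all cells (4251). The cluster with the most PTGS2 (2402 CPM, 1570 cells) took 48.4% of its cells from the library with IFNγ + TNFα at 48 h, and 13.7% of its cells had a NOS2 UMI. The next (1549 CPM, 1065 cells) took 51.9% from the library with IFNγ + TNFα at 24 h, with NOS2 in 9.86% of its cells. In the third (446 CPM, 1616 cells) 0.619% of cells had a NOS2 UMI, at a median of 1224 UMIs per cell against 9472 in the first. Of the 133 NOS2-positive cells drawn from IFNγ + IL1β at 48 h, 90.2% lay in these clusters, as did 85.7% of all its cells. For IFNγ + TNFα at 48 h the shares were 96.7% of 90 NOS2-positive cells and 91.8% of all cells. For IFNγ + IL1β at 24 h they were 71.9% of 121 and 56.8%. In the 24 h library of IFNγ + TNFα they were 80.0% of 20 and 65.2%, with IFNγ + LPS 26.8% of 41 and 13.3% at 48 h and 30.0% of 10 and 9.10% at 24 h, and with IFNγ + IL17 20.0% of 30 and 5.80% at 48 h and 0% of 9 and 3.40% at 24 h. Within the library with IFNγ + IL1β at 48 h, NOS2-positive cells held 1.51 (1.46 to 1.56) times the PTGS2 UMIs of NOS2-negative cells once each cell was thinned to 2000 UMIs (516 against 7816 cells, exact conditional 95% interval), and 1.92 times without thinning. With IFNγ + TNFα at 48 h the thinned ratio was 1.35 (1.30 to 1.40) (290 against 7975 cells). A cluster mostly of 1 library may be that library and not a cell state. The share of NOS2-positive cells in the 3 clusters was 86.2% at a Leiden resolution of 0.5 and 51.8% at 2. At 2 the 24 h comparisons within libraries turned direction. NOS2-positive and all cells then had 14.9% and 18.5% with IFNγ + IL1β, and 5.0% and 15.0% with IFNγ + TNFα. The values were 10.0% and 13.7% with IFNγ + LPS, and 22.2% and 9.0% with IFNγ + IL17. The 48 h comparisons kept their direction, with 88.0% and 85.0% for IFNγ + IL1β and 92.2% and 91.4% for IFNγ + TNFα.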

As predicted, scRNAseq analysis of IFNγ + IL1β/TNFα revealed an increase in the transcript levels of NOS2 and COX2 in treated MB231 cells. 

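IFNγ + IL1β raised genes of the IFNγ response, of antigen presentation and of NF-κB signaling together, and lowered genes of the cell cycle. Of 41 genes of the IFNγ response, 41 rose (adjusted over the list alone, the same numbers). The T cell chemoattractant CXCL9, the tryptophan-degrading enzyme IDO1 and the guanylate-binding protein GBP5 had log2 fold changes of 13.40, 12.29 and 11.76 (standard errors 1.45, 0.42 and 0.84, highest adjusted p = 8.13e-05 by edgeR). Of 20 genes of MHC class I antigen presentation, 19 rose and 1 did not pass the test (adjusted over the list alone, the same numbers), among them HLA-F and the peptide transporter subunit TAP1, with log2 fold changes of 6.09 and 5.67 (standard errors 0.38 and 0.33, highest adjusted p = 3.87e-07 by edgeR). Likewise, of 14 genes of MHC class II antigen presentation, 14 rose (adjusted over the list alone, the same numbers), led by HLA-DQA1 and the protease CTSS, with log2 fold changes of 9.06 and 7.04 (standard errors 1.21 and 0.50, highest adjusted p = 1.80e-04 by edgeR). UMIs of HLA genes may be split among near-identical copies. Of 20 NF-κB targets and regulators, 17 rose and 3 did not pass the test (adjusted over the list alone, the same numbers). The adhesion molecule ICAM1, the superoxide dismutase SOD2 and the NF-κB inhibitor TNFAIP3 had log2 fold changes of 6.49, 5.95 and 4.66 (standard errors 0.84, 0.50 and 0.77, highest adjusted p = 8.63e-04 by edgeR). NOS2 rose (log2 fold change 15.26, standard error 0.87, edgeR's adjusted p = 3.87e-07). Among the largest rises were also TNFAIP6, a hyaluronan-binding protein, and ACOD1, which makes itaconate (log2 fold changes of 18.00 and 15.55, standard errors 2.98 and 2.07, highest adjusted p = 0.00111 by edgeR). At 48 h they were at least 6605-fold and 362-fold above Control and at 24 h at least 8659-fold and 4033-fold, and Control held no UMI of either. The chemokine genes CCL3 and CCL3L1, near-identical copies that may share UMIs, were at least 913-fold and 427-fold higher at 48 h and 414-fold and 186-fold at 24 h (log2 fold changes of 14.18 and 13.35, standard errors 2.83 and 2.52, highest adjusted p = 0.00429 by edgeR). A fitted log2 fold change of a gene without UMIs in Control depends on the prior count and is no bound. The largest falls included the collagen-binding integrin subunit ITGA10 and the NADPH oxidase NOX5, with log2 fold changes of -4.80 and -4.44 (standard errors 1.28 and 1.28, highest adjusted p = 0.0224 by edgeR). Of 20 genes of the G2 and M phases, 19 fell and 1 did not pass the test (adjusted over the list alone, the same numbers). The topoisomerase TOP2A, the kinesin KIF11 and the cyclin CCNA2 had log2 fold changes of -2.17, -2.08 and -1.87 (standard errors 0.47, 0.60 and 0.35, highest adjusted p = 0.0227 by edgeR). Of 20 genes of S phase, 10 fell and 10 did not pass the test (adjusted over the list alone, 14 fell), among them the cyclin CCNE2 and the replication factor GINS2, with log2 fold changes of -2.42 and -2.18 (standard errors 0.79 and 0.55, highest adjusted p = 0.0400 by edgeR). Of 5 marker genes of fibroblasts, 3 rose and 2 did not pass the test (adjusted over the list alone, the same numbers), with DCN at 4.20 CPM at 48 h. At 48 h 60.0% of the cells with IFNγ + IL1β and 80.4% of Control cells had at least 1000 genes and at most 20% mitochondrial UMIs. Over all genes tested, edgeR's quasi-likelihood test called 3064 genes (1548 higher and 1516 lower), of which 50.5% were higher. With library size alone in place of TMM the share was 27.4%, as that scaling shifts the median log2 fold change by -0.38. The split also depended on single libraries. More of the lower than of the higher calls were lost without the 48 h Control, 24 h IFNγ + IL1β or 48 h IFNγ + IL1β library. The number of changed genes was 1623 without the 48 h Control library and 2009 without the 48 h IFNγ + IL1β library. Genes of the G2 and M phases falling numbered 9 without the 48 h IFNγ + IL1β library. Genes of S phase falling numbered 1 without the 48 h Control or 48 h IFNγ + IL1β library. ITGA10, NOX5 and CCNE2 lost their calls without the 48 h Control, 24 h IFNγ + IL1β or 48 h IFNγ + IL1β library (edgeR's adjusted p from 0.0662 to 0.329). TOP2A did not pass without the 48 h IFNγ + IL1β library (edgeR's adjusted p = 0.0588). KIF11 and GINS2 lost their calls without the 48 h Control or 48 h IFNγ + IL1β library (edgeR's adjusted p from 0.0995 to 0.187).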

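IFNγ + TNFα likewise raised genes of the IFNγ response and of NF-κB signaling and lowered genes of the cell cycle. Among 41 genes of the IFNγ response, 41 rose (adjusted over the list alone, the same numbers), and CXCL9, the chemokine CXCL10 and IDO1 had log2 fold changes of 16.00, 13.36 and 12.39 (standard errors 1.48, 1.39 and 0.43, highest adjusted p = 2.19e-05 by edgeR). Among 20 MHC class I genes, 19 rose and 1 did not pass the test (adjusted over the list alone, the same numbers) and of 14 MHC class II genes, 14 rose (adjusted over the list alone, the same numbers). HLA-F and TAP1 had log2 fold changes of 6.50 and 5.77 (standard errors 0.39 and 0.33, highest adjusted p = 2.68e-07 by edgeR), and HLA-DQA1 and CTSS log2 fold changes of 10.69 and 7.62 (standard errors 1.25 and 0.51, highest adjusted p = 5.19e-05 by edgeR). Among 20 NF-κB genes, 17 rose and 3 did not pass the test (adjusted over the list alone, the same numbers), led by ICAM1, SOD2 and TNFAIP3 with log2 fold changes of 6.91, 6.26 and 5.93 (standard errors 0.86, 0.51 and 0.81, highest adjusted p = 1.76e-04 by edgeR). NOS2 rose (log2 fold change 13.30, standard error 0.89, edgeR's adjusted p = 1.07e-06), as did TNFAIP6 and ACOD1 (log2 fold changes of 18.69 and 16.59, standard errors 2.99 and 2.07, highest adjusted p = 6.95e-04 by edgeR). TNFAIP6 was at least 6476-fold and ACOD1 at least 871-fold above Control at 48 h, and at 24 h at least 15868-fold and 7864-fold. UBD, a ubiquitin-like protein that marks proteins for the proteasome, was at least 60.8-fold higher and CCL3 at least 257-fold at 48 h, and at least 389-fold and 86.9-fold at 24 h (log2 fold changes of 12.40 and 12.20, standard errors 1.30 and 2.90, highest adjusted p = 0.00858 by edgeR). The largest falls included the focal adhesion gene TNS4, NOX5 and ITGA10, with log2 fold changes of -6.43, -5.32 and -5.04 (standard errors 0.88, 1.36 and 1.30, highest adjusted p = 0.0105 by edgeR). Among 20 G2 and M phase genes, 20 fell (adjusted over the list alone, the same numbers), and TOP2A, KIF11 and the proliferation marker MKI67 had log2 fold changes of -2.64, -2.37 and -2.28 (standard errors 0.47, 0.60 and 0.59, highest adjusted p = 0.0110 by edgeR). Among 20 S phase genes, 14 fell and 6 did not pass the test (adjusted over the list alone, 16 fell). CCNE2 and GINS2 had log2 fold changes of -2.98 and -2.60 (standard errors 0.81 and 0.56, highest adjusted p = 0.0140 by edgeR). Among 5 fibroblast markers, 3 rose, 1 fell and 1 did not pass the test (adjusted over the list alone, 3 rose and 2 fell), with DCN at 9.54 CPM at 48 h. The share of cells with at least 1000 genes and at most 20% mitochondrial UMIs was 57.5% with IFNγ + TNFα at 48 h. Of 19 genes of cell death, 14 rose and 5 did not pass the test (adjusted over the list alone, 15 rose) with IFNγ + IL1β, among them the inflammatory caspases CASP1 and CASP4 and the death receptor FAS (log2 fold changes of 4.65, 3.77 and 3.46, standard errors 0.32, 0.25 and 0.29, highest adjusted p = 5.01e-06 by edgeR). Under IFNγ + TNFα, of 19 cell death genes, 15 rose and 4 did not pass the test (adjusted over the list alone, the same numbers), and CASP1 and CASP4 had log2 fold changes of 4.85 and 3.88 (standard errors 0.32 and 0.25, highest adjusted p = 4.99e-07 by edgeR). In all, 3857 genes changed with IFNγ + TNFα in edgeR's test (1919 higher and 1938 lower). The share of higher genes was 49.8% with TMM and 27.4% with library size alone, which shifts the median by -0.38. The number of changed genes was 2303 without the 48 h Control library. S phase genes falling with IFNγ + TNFα numbered 5 without the 48 h Control library and 7 without the 24 h IFNγ + TNFα library. Fibroblast markers falling with IFNγ + TNFα numbered 0 without the 24 h Control, 48 h Control or 48 h IFNγ + TNFα library and 2 without the 24 h IFNγ + TNFα library. CCL3 lost its call without the 48 h Control library (edgeR's adjusted p = 0.0720). NOX5, ITGA10, KIF11 and MKI67 did not pass without the 48 h Control or 48 h IFNγ + TNFα library (edgeR's adjusted p from 0.0540 to 0.102). CCNE2 lost its call without the 48 h Control, 24 h IFNγ + TNFα or 48 h IFNγ + TNFα library (edgeR's adjusted p = 0.140, 0.0586 and 0.0889 in that order).

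**Figure D2:**
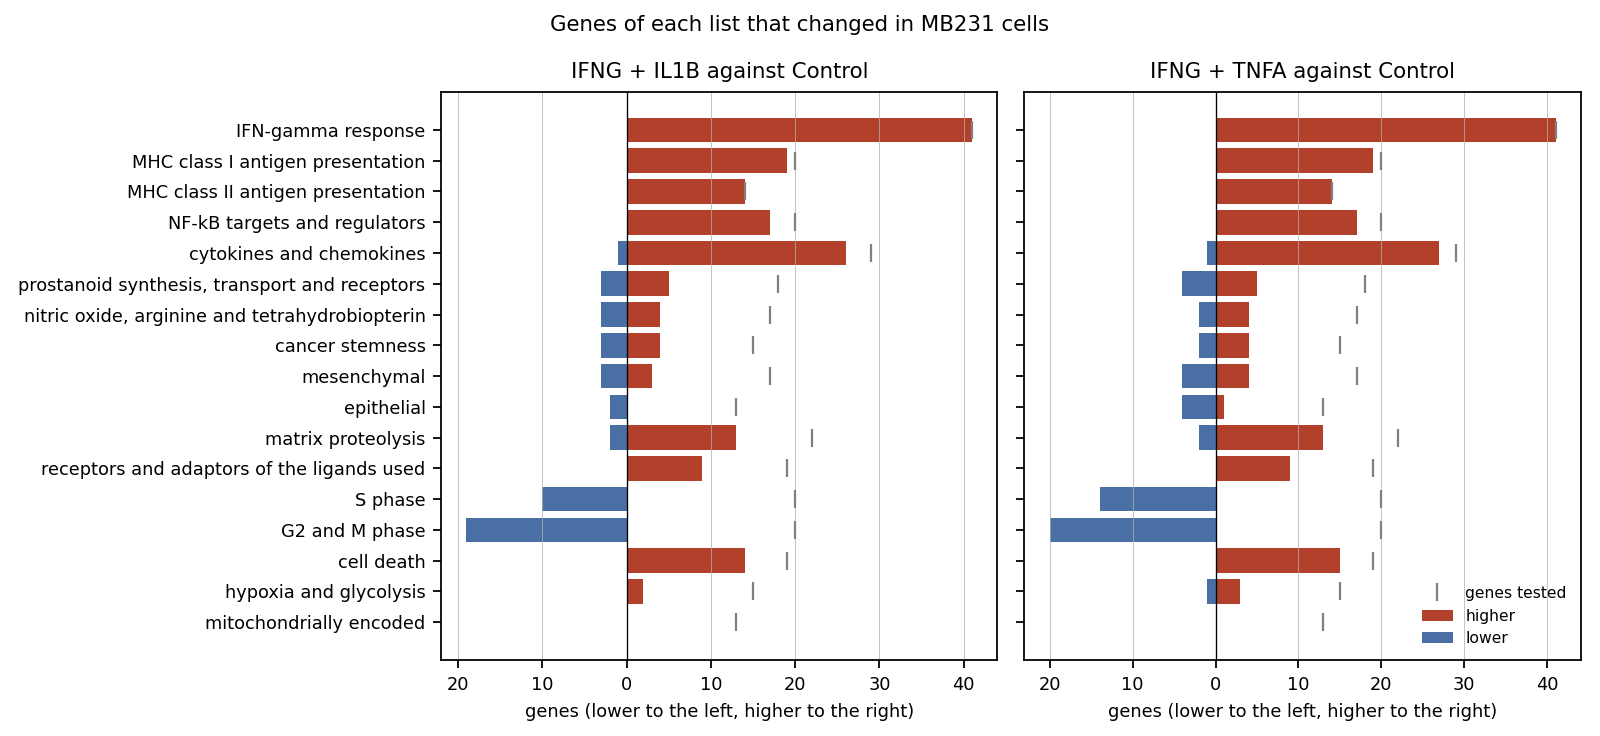
Number of genes of each list that rose (red, to the right of 0) and fell (blue, to the left of 0) against Control with IFNγ + IL1β and with IFNγ + TNFα in edgeR's quasi-likelihood test, with grey ticks at the number of genes tested. With IFNγ + TNFα, 41 of 41 genes of the IFNγ response were higher and 20 of 20 genes of the G2 and M phases lower.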

The number of NOS2 transcripts ranged from 1 to 3, whereas COX2 transcripts had a significantly wider range (Fig. 1D). 

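Among the 1371 cells with a NOS2 UMI after IFNγ + IL1β for 48 h, 51.6% held 1 NOS2 UMI, 80.7% held 1 to 3, and the highest count in a cell was 22. With IFNγ + TNFα, 83.3% of 862 NOS2-positive cells held 1 to 3 NOS2 UMIs, with a highest count of 21. All 33 NOS2-positive cells with IFNγ alone at 48 h held 1 to 3. PTGS2 counts reached further. In PTGS2-positive cells the median was 10 UMIs with IFNγ + IL1β and 14 with IFNγ + TNFα at 48 h, and the highest counts were 237 and 295. More than 3 PTGS2 UMIs were held by 69.5% of PTGS2-positive cells with IFNγ + IL1β and 74.7% with IFNγ + TNFα, and more than 10 by 49.8% and 55.5%. UMI counts in a cell rise with its depth, and a droplet with 2 cells counts as 1 cell here.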

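NOS2 UMIs were found in 14.0% (13.3 to 14.7) of cells with IFNγ + IL1β at 48 h (1371 of 9817) and in 8.76% (8.21 to 9.33) with IFNγ + TNFα. The shares were 3.88% (3.52 to 4.27) with IFNγ + LPS, 3.28% (2.96 to 3.63) with IFNγ + IL17 and 0.291% (0.200 to 0.409) with IFNγ alone. In Control none of 11946 cells at 48 h had a NOS2 UMI, which allows a share of up to 0.0309% of cells with a UMI. PTGS2 UMIs were found in 84.8% (84.0 to 85.5) of cells with IFNγ + TNFα and 79.6% (78.8 to 80.4) with IFNγ + IL1β at 48 h, in 33.5% with IFNγ + LPS, 14.8% with IFNγ + IL17, 22.1% with TNFα, 12.9% with IL1β and 1.02% in Control. When each cell was thinned to 2000 UMIs, NOS2 was found in 6.19% (5.68 to 6.73) of cells with IFNγ + IL1β and 3.51% (3.12 to 3.93) with IFNγ + TNFα. The thinned share of PTGS2-positive cells was 66.7% (65.7 to 67.7) and 72.5% (71.6 to 73.5), against 0.334% (0.232 to 0.464) in Control. Thinning left out 1485 cells with IFNγ + IL1β, 1577 with IFNγ + TNFα and 1455 of Control that held fewer UMIs. Counting only cells with at least 2 NOS2 UMIs gave 6.75% with IFNγ + IL1β. These are shares of cells with a UMI, since a cell that expresses a gene at a low level can hold none, and free RNA can give a UMI to a cell that does not express it.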

While less than 9% of the cells contained NOS2 transcripts, up to 40% of the cells contained COX2 transcripts (Fig. 1D). 

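IFNγ alone raised the genes of its own response. Of 41 genes of the IFNγ response, 39 rose and 2 did not pass the test (adjusted over the list alone, the same numbers), and CXCL9, IDO1 and GBP5 had log2 fold changes of 12.03, 11.45 and 11.21 (standard errors 1.44, 0.41 and 0.83, highest adjusted p = 3.90e-04 by edgeR). Of 20 MHC class I genes, 18 rose and 2 did not pass the test (adjusted over the list alone, the same numbers), and of 14 MHC class II genes, 14 rose (adjusted over the list alone, the same numbers). HLA-F and TAP1 had log2 fold changes of 5.96 and 5.74 (standard errors 0.38 and 0.33, highest adjusted p = 4.04e-07 by edgeR), and HLA-DQA1 a log2 fold change of 8.16 (standard error 1.19, edgeR's adjusted p = 9.13e-04). NOS2 rose with IFNγ alone (log2 fold change 7.53, standard error 1.28, edgeR's adjusted p = 0.00390), at least 11.1-fold above Control at 48 h and at least 4.06-fold at 24 h, and GCH1 also rose (log2 fold change 2.70, standard error 0.58, edgeR's adjusted p = 0.0152). PTGS2 did not pass the test (log2 fold change 2.42, standard error 0.71, edgeR's adjusted p = 0.0758), with 1.72 CPM against 0.619 CPM in Control at 24 h. PTGS2 passed without the 24 h IFNγ library (log2 fold change 2.98, adjusted p = 0.0462), by DESeq2 (log2 fold change 2.39, adjusted p = 0.00412), without a low-count filter (log2 fold change 2.425, adjusted p = 0.0470) and in a fit of only the 4 libraries of IFNγ and Control (log2 fold change 2.31, adjusted p = 0.0278). Of 20 NF-κB genes, 2 rose and 18 did not pass the test (adjusted over the list alone, the same numbers), which were ICAM1 and SOD2 (log2 fold changes of 4.12 and 2.49, standard errors 0.75 and 0.43, highest adjusted p = 0.00526 by edgeR). Of 29 cytokines and chemokines, 8 rose and 21 did not pass the test (adjusted over the list alone, 9 rose), led by the B cell factor TNFSF13B, IL32 and the death ligand TNFSF10 (log2 fold changes of 5.86, 5.25 and 4.19, standard errors 0.69, 0.89 and 0.54, highest adjusted p = 0.00310 by edgeR). Of 19 cell death genes, 10 rose and 9 did not pass the test (adjusted over the list alone, 12 rose), and CASP1 and FAS had log2 fold changes of 3.74 and 3.33 (standard errors 0.31 and 0.29, highest adjusted p = 9.21e-06 by edgeR). Among genes that fell were the hedgehog-binding protein HHIP and RGCC, a regulator of the cell cycle (log2 fold changes of -3.08 and -2.52, standard errors 0.28 and 0.65, highest adjusted p = 0.0444 by edgeR). Of 19 receptors and adaptors of the ligands, 3 rose and 16 did not pass the test (adjusted over the list alone, 4 rose): TNFRSF1B, LY96 and the adaptor MYD88 (log2 fold changes of 1.70, 1.59 and 1.31, standard errors 0.28, 0.31 and 0.21, highest adjusted p = 0.00754 by edgeR). Of 20 G2 and M phase genes, none passed edgeR's test (adjusted over the list alone, none passed either, with 0 at an unadjusted p under 0.05 and 0 by DESeq2) and of 20 S phase genes, none passed edgeR's test (adjusted over the list alone, none passed either, with 5 lower at an unadjusted p under 0.05 and 1 lower by DESeq2). edgeR's quasi-likelihood test called 657 genes with IFNγ alone (530 higher and 127 lower). Of them 80.7% were higher, against 69.9% of those called by DESeq2. Lower calls were lost in a larger share than higher calls without the 24 h Control, 48 h Control or 48 h IFNγ library. The count was 330 without the 24 h Control library, 351 without the 48 h Control library and 350 without the 48 h IFNγ library. NF-κB genes rising numbered 0 without the 24 h Control library and 1 without the 48 h Control or 48 h IFNγ library. Cytokines and chemokines rising numbered 5 without the 24 h Control library. Receptors and adaptors of the ligands rising numbered 1 without the 24 h Control library. S phase genes falling numbered 4 without the 24 h IFNγ library. NOS2 lost its call without the 48 h Control library (edgeR's adjusted p = 0.131). GCH1, SOD2 and RGCC did not pass without the 24 h Control, 48 h Control or 48 h IFNγ library (edgeR's adjusted p from 0.0532 to 0.473). ICAM1, IL32 and MYD88 lost their calls without the 24 h Control library (edgeR's adjusted p from 0.0541 to 0.0770). LY96 lost its call without the 24 h Control, 48 h Control or 24 h IFNγ library (edgeR's adjusted p = 0.0532, 0.124 and 0.0648 in that order).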

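IL1β alone raised PTGS2 (log2 fold change 5.62, standard error 0.80, edgeR's adjusted p = 0.00667), with 67.7 CPM (66.1 to 69.4) at 48 h and 38.3 CPM at 24 h. Among 29 cytokines and chemokines, 8 rose and 21 did not pass the test (adjusted over the list alone, 19 rose), among them CCL20, CXCL1 and CXCL8, which attract lymphocytes and neutrophils (log2 fold changes of 9.18, 7.05 and 6.36, standard errors 1.56, 1.09 and 1.12, highest adjusted p = 0.0270 by edgeR). The acute phase proteins SAA2 and SAA1, near-identical copies that may share UMIs, the complement protein C3 and the iron-binding protein LCN2 also rose (log2 fold changes of 7.10, 6.85, 6.49 and 8.68, standard errors 0.65, 0.58, 0.56 and 1.45, highest adjusted p = 0.0195 by edgeR), and the membrane protein MALL fell (log2 fold change -1.26, standard error 0.23, edgeR's adjusted p = 0.0345). Among 20 NF-κB genes, 2 rose and 18 did not pass the test (adjusted over the list alone, 13 rose). Of 22 genes of matrix proteolysis, none passed edgeR's test (adjusted over the list alone, 5 rose, with 7 higher at an unadjusted p under 0.05 and 3 higher by DESeq2). In all, 62 genes changed with IL1β (60 higher and 2 lower). At least 1000 genes and at most 20% mitochondrial UMIs were found in 71.1% of cells with IL1β at 24 h and 71.4% at 48 h, against 86.3% and 80.4% in Control. The count was 4 without the 24 h Control library, 6 without the 48 h Control library, 29 without the 24 h IL1β library and 40 without the 48 h IL1β library. Cytokines and chemokines rising numbered 0 without the 24 h Control or 48 h Control library and 3 without the 24 h IL1β library. NF-κB genes rising numbered 0 without the 24 h Control, 48 h Control or 24 h IL1β library and 1 without the 48 h IL1β library. Genes of matrix proteolysis rising numbered 1 without the 48 h IL1β library. PTGS2 and CXCL1 lost their calls without the 24 h Control or 48 h Control library (edgeR's adjusted p from 0.146 to 0.218). CCL20, CXCL8 and LCN2 did not pass without the 24 h Control, 48 h Control or 24 h IL1β library (edgeR's adjusted p from 0.0801 to 0.454). MALL lost its call without the 24 h Control, 48 h Control, 24 h IL1β or 48 h IL1β library (edgeR's adjusted p = 0.218, 0.393, 0.294 and 0.305 in that order).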

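TNFα alone raised PTGS2 (log2 fold change 5.71, standard error 0.80, edgeR's adjusted p = 0.00267), with 121 CPM (119 to 124) at 48 h and 25.0 CPM at 24 h. NOS2 was not called (log2 fold change 2.25, edgeR's adjusted p = 0.832). Of 20 NF-κB genes, 12 rose and 8 did not pass the test (adjusted over the list alone, 15 rose), and ICAM1 and SOD2 had log2 fold changes of 4.27 and 3.85 (standard errors 0.76 and 0.45, highest adjusted p = 0.0102 by edgeR). Of 29 cytokines and chemokines, 15 rose and 14 did not pass the test (adjusted over the list alone, 19 rose), among them CCL20, IL1A, IL1B and CXCL8 (log2 fold changes of 8.01, 7.62, 6.83 and 6.46, standard errors 1.51, 1.50, 1.34 and 1.12, highest adjusted p = 0.0176 by edgeR). Among 22 genes of matrix proteolysis, 8 rose and 14 did not pass the test (adjusted over the list alone, 10 rose), led by the matrix metalloproteinases MMP13, MMP1 and MMP9 (log2 fold changes of 6.25, 5.53 and 4.71, standard errors of MMP1 and MMP9 0.96 and 0.44, highest adjusted p = 0.0157 by edgeR). The log2 fold change of MMP13 was 3.86 without the 24 h Control library and 10.14 without the 48 h Control library. Among 41 genes of the IFNγ response, 7 rose and 34 did not pass the test (adjusted over the list alone, 8 rose), and CXCL10 and CXCL11 had log2 fold changes of 5.41 and 5.01 (standard errors 1.09 and 0.78, highest adjusted p = 0.0199 by edgeR). Among 20 MHC class I genes, 4 rose and 16 did not pass the test (adjusted over the list alone, the same numbers). The survival protein BCL2A1 had the largest rise among abundant genes, and TNFSF15, a ligand of the TNF family, also rose (log2 fold changes of 8.62 and 6.91, standard errors 1.29 and 0.61, highest adjusted p = 0.00381 by edgeR). The transcription factors ATOH8 and ID4 fell (log2 fold changes of -3.34 and -2.67, standard errors 0.73 and 0.54, highest adjusted p = 0.0303 by edgeR). In all, 349 genes changed with TNFα (288 higher and 61 lower), 82.5% of them higher, against 72.1% of those called by DESeq2. Lower calls were lost in a larger share than higher calls without the 24 h TNFα or 48 h TNFα library. Of the cells with TNFα, 66.4% at 24 h and 57.2% at 48 h had at least 1000 genes and at most 20% mitochondrial UMIs, against 86.3% and 80.4% in Control. The count was 67 without the 24 h Control library, 42 without the 48 h Control library, 141 without the 24 h TNFα library and 140 without the 48 h TNFα library. NF-κB genes rising numbered 2 without the 24 h Control library and 3 without the 48 h Control or 24 h TNFα library. Cytokines and chemokines rising numbered 1 without the 24 h Control or 48 h Control library and 8 without the 24 h TNFα library. Genes of matrix proteolysis rising numbered 2 without the 24 h Control or 48 h Control library and 5 without the 24 h TNFα or 48 h TNFα library. Genes of the IFNγ response rising numbered 2 without the 24 h Control library, 1 without the 48 h Control library, 4 without the 24 h TNFα library and 3 without the 48 h TNFα library. MHC class I genes rising numbered 0 without the 24 h Control, 48 h Control or 24 h TNFα library. PTGS2, CXCL8, MMP1, CXCL11 and BCL2A1 lost their calls without the 24 h Control or 48 h Control library (edgeR's adjusted p from 0.0528 to 0.149). ICAM1 did not pass without the 24 h Control or 24 h TNFα library (edgeR's adjusted p = 0.135 and 0.0502 in that order). CCL20, IL1A, IL1B and MMP13 lost their calls without the 24 h Control, 48 h Control or 24 h TNFα library (edgeR's adjusted p from 0.0541 to 0.313). CXCL10, ATOH8 and ID4 did not pass without the 24 h Control, 48 h Control, 24 h TNFα or 48 h TNFα library (edgeR's adjusted p from 0.0598 to 0.273).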

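LPS alone raised the acute phase genes SAA1 and SAA2 (log2 fold changes of 5.15 and 5.21, standard errors 0.54 and 0.60, highest adjusted p = 0.00537 by edgeR), and the complement gene C3 (log2 fold change 4.50, standard error 0.53, edgeR's adjusted p = 0.00537), which at a mean of 0.276 CPM with LPS was chosen after its values were seen. PTGS2 was 3.36 CPM with LPS at 48 h and 4.03 CPM at 24 h, and had a log2 fold change of 2.09 (standard error 0.71, edgeR's adjusted p = 1.00), and it passed in a fit of only the 4 libraries of LPS and Control (log2 fold change 1.78, adjusted p = 5.89e-08). SAA1, SAA2 and C3 were the 3 genes that edgeR's quasi-likelihood test called with LPS in the fit of all libraries, against 23 by DESeq2 and 177 at an unadjusted p under 0.05. With IL17 alone PTGS2 was 2.95 CPM at 48 h and 0.947 CPM at 24 h (log2 fold change 0.54, standard error 0.70, edgeR's adjusted p = 1.00). No gene passed edgeR's test with IL17, 60 did at an unadjusted p under 0.05 and 4 by DESeq2. NOS2 did not pass the test with IL17 or LPS, at log2 fold changes of 3.54 (standard error 2.10, edgeR's adjusted p = 1.00) and 3.69 (standard error 2.10, edgeR's adjusted p = 1.00), which for a gene without UMIs in Control depend on the prior count. The LPS count was 0 without the 24 h Control library, 0 without the 48 h Control library, 5 without the 24 h LPS library and 9 without the 48 h LPS library. SAA1, SAA2 and C3 lost their calls without the 24 h Control or 48 h Control library (edgeR's adjusted p from 0.251 to 0.289).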

NOS2 expression required IFNγ, whereas COX2 expression was weakly induced by IL1β or TNFα alone (Fig. 1D). Nonetheless, in a manner similar to NOS2, the strongest COX2 expression occurred by IFNγ + IL1β/TNFα. In addition to cytokine stimulation, NOS2/COX2 feedforward signaling could also promote elevated NOS2/COX2 expression (Fig. 1A), as previously reported [10].

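PTGS2 with IFNγ + IL1β at 48 h was 28.0 (27.4 to 28.8) times its level with IL1β alone and 125 (119 to 131) times that with IFNγ alone. With IFNγ + TNFα it was 19.5 (19.1 to 19.8) times its level with TNFα alone and 155 (148 to 163) times that with IFNγ alone. Against Control over both times PTGS2 had a log2 fold change of 10.72 with IFNγ + IL1β (standard error 0.97, edgeR's adjusted p = 7.80e-06) and 10.72 with IFNγ + TNFα (standard error 0.97, adjusted p = 6.73e-06). Of 18 genes of prostanoid synthesis, transport and signaling, 5 rose, 3 fell and 10 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β. The phospholipase PLA2G4A, which frees arachidonic acid, and the prostaglandin E synthase PTGES rose (log2 fold changes of 4.27 and 3.92, standard errors 0.44 and 0.48, highest adjusted p = 9.39e-05 by edgeR), and HPGD, which degrades prostaglandins, fell (log2 fold change -3.45, standard error 0.85, edgeR's adjusted p = 0.0107). With IFNγ + TNFα, of 18 prostanoid genes, 5 rose, 4 fell and 9 did not pass the test (adjusted over the list alone, the same numbers). PLA2G4A and PTGES then had log2 fold changes of 4.74 and 3.86 (standard errors 0.45 and 0.48, highest adjusted p = 8.72e-05 by edgeR), and HPGD a log2 fold change of -4.45 (standard error 0.93, edgeR's adjusted p = 0.00313). The interaction of PTGS2, its change beyond the sum of the single log2 effects, was 2.68 for IFNγ and IL1β (standard error 0.95, adjusted p = 0.813 from edgeR) and 2.59 for IFNγ and TNFα (standard error 0.95, adjusted p = 0.733), and neither passed the test. Set directly against each other, IFNγ + IL1β and IFNγ + TNFα differed in 0 genes by edgeR's quasi-likelihood test, with 309 at an unadjusted p under 0.05 and 30 by DESeq2. PTGS2 had a log2 difference of 0.00 (standard error 0.63), which was -0.57 without the 24 h IFNγ + IL1β library and -0.19 without the 48 h IFNγ + TNFα library, and NOS2 of 1.97 in favor of IL1β (standard error 0.39, edgeR's adjusted p = 0.283), which DESeq2 called different (adjusted p = 0.0137). In simulated counts of 17538 genes with known changes, this contrast called 23.9% of the genes with a 2-fold change and 84.8% of those with a 4-fold change. These shares are over the simulated genes and need not hold for a gene with a wide standard error, such as PTGS2. From the levels in single cells after single and combined cytokines (Fig. 1C, D), the paper concludes that IFNγ combined with IL1β or TNFα induces high NOS2 and COX2, and it states that NOS2 needed IFNγ while IL1β or TNFα alone gave a weak induction of COX2. Genes of prostanoid synthesis, transport and signaling falling with IFNγ + IL1β numbered 0 without the 48 h Control, 24 h IFNγ + IL1β or 48 h IFNγ + IL1β library. Prostanoid genes falling with IFNγ + TNFα numbered 2 without the 48 h Control or 48 h IFNγ + TNFα library. HPGD lost its call without the 48 h Control, 24 h IFNγ + IL1β or 48 h IFNγ + IL1β library (edgeR's adjusted p = 0.0559, 0.0915 and 0.0588 in that order).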

**Fig. 1:**
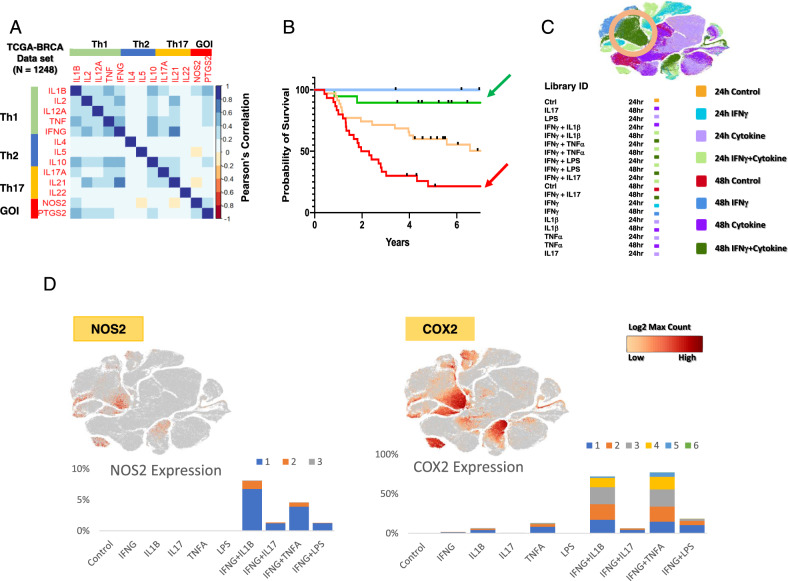
IFNγ and cytokines induce maximal expression of NOS2 and COX2 in ER-breast cancer cells. **A** A heatmap display of Pearson’s correlation analysis of TCGA-BRCA (*n* = 1248) database through the UCSC Xena browser analyzing Th1, Th2, Th17, and two GOI (gene of interest) genes. The heatmap was generated in corrplot (0.92) in R (4.2.1). **B** Survival analysis associated with NOS2_lo_/COX2_hi_ (blue arrow), NOS2_lo_/COX2_lo_ (green arrow), NOS2_hi_/COX2_lo_ (yellow arrow), and NOS2_hi_/COX2_hi_ (red arrow) tumor protein expressions. **C** t-SNE plot (Loupe Browser 6.3.0) of single-cell analysis of MB231 cells treated with single or combination of cytokines IFNγ (100 U/ml), IL1β (10 ng/ml), TNFα (10 ng/ml), IL17 (100 ng/ml), and LPS (10 ng/ml) for 24 and 48 h. Light and dark green color clusters represent 24- and 48-h time points associated with IFNγ + IL1β/TNFα treatment, respectively. The orange circle indicates the highest overlapped cell clustering for the IFNγ + IL1β or TNFα after 48 h treatment. **D** t-SNE plots of NOS2 and COX2 clustering cells. Stacked bar charts show the number of NOS2 and COX2 transcripts per cell in 48 h treatment groups. Transcript per cell data (color code: blue, 1; orange, 2; gray, 3; yellow, 4; cyan, 5; green, 6) were extracted using the R packages (data.table 1.14.2, dplyr 1.0.10, and ggplot2 3.3.6).

Cancer stemness markers have been reported in cell populations with elevated CD44 and reduced CD24 expression levels that exhibited the same drug-resistant histopathological features of the derived tumor when injected in mice at very low concentrations [14]. Herein, t-SNE plot analysis of CD44/CD24 expression revealed distinct clustering patterns (Fig. 2A) defined by increased CD44 and reduced CD24 levels in high NOS2/COX2-expressing clusters after 48 h treatment with IFNγ + IL1β or TNFα. This pattern is suggestive of increased cancer stemness [14] and is consistent with earlier reports of elevated CD44 levels in high NOS2-expressing ER- breast tumors [7, 15]. 

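CD44, a receptor of hyaluronan and a marker of cancer stem cells, rose with both combinations. Its log2 fold change was 1.197 with IFNγ + IL1β (standard error 0.19, edgeR's adjusted p = 5.52e-04) and 1.12 with IFNγ + TNFα (standard error 0.19, adjusted p = 6.83e-04). At 48 h it was 295 and 311 CPM against 168 in Control, ratios of 1.76 (1.72 to 1.79) and 1.85 (1.82 to 1.89). With IFNγ alone CD44 had a log2 fold change of -0.73 (standard error 0.18, edgeR's adjusted p = 0.0387), under a fold of 2, and it passed as lower without the 24 h IFNγ library (log2 fold change -1.005, adjusted p = 0.0184). CD24, a mucin-like surface protein, was scarce and did not pass the test, with log2 fold changes of 0.65 (standard error 0.27, edgeR's adjusted p = 0.0935) for IFNγ + IL1β and -0.46 (standard error 0.27, edgeR's adjusted p = 0.216) for IFNγ + TNFα. At 48 h CD24 was 8.14 CPM (7.56 to 8.76) in Control, 6.42 CPM (5.90 to 6.98) with IFNγ + IL1β and 3.73 CPM (3.34 to 4.16) with IFNγ + TNFα, ratios to Control of 0.789 (0.704 to 0.883) and 0.458 (0.401 to 0.523). At 24 h the ratios were 1.84 (1.68 to 2.01) and 0.703 (0.625 to 0.790). These ratios are on total UMIs. The TMM factors at 48 h were 1.186 for Control, 0.864 for IFNγ + IL1β and 0.871 for IFNγ + TNFα. With them CD24 at 48 h lay below Control with IFNγ + TNFα only. Within the 48 h library of IFNγ + IL1β, NOS2-positive cells held 1.94 (1.78 to 2.11) times the CD44 UMIs and 1.08 (0.456 to 2.21) times the CD24 UMIs of NOS2-negative cells at 2000 UMIs per cell. With IFNγ + TNFα these ratios were 1.44 (1.28 to 1.62) for CD44 and 2.89 (1.02 to 6.70) for CD24. Without thinning the CD24 ratios were 2.48 (2.05 to 2.99) with IFNγ + IL1β and 1.85 (1.34 to 2.50) with IFNγ + TNFα. Across the cells with IFNγ + IL1β at 48 h, Pearson's r with PTGS2, taken on the natural log of 1 plus UMIs per 10000, was 0.257 for CD44. Of 15 genes of cancer stemness, 4 rose, 3 fell and 8 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β, and the aldehyde dehydrogenase ALDH1A3 and the transcription factor KLF4 rose (log2 fold changes of 4.24 and 2.57, standard errors 0.80 and 0.20, highest adjusted p = 0.00213 by edgeR), while LGR5, a Wnt pathway receptor, fell (log2 fold change -4.48, standard error 1.48, edgeR's adjusted p = 0.0433). With IFNγ + TNFα, of 15 stemness genes, 4 rose, 2 fell and 9 did not pass the test (adjusted over the list alone, the same numbers), and ALDH1A3, KLF4 and LGR5 had log2 fold changes of 4.21, 2.51 and -7.02 (standard errors 0.80, 0.20 and 2.05, highest adjusted p = 0.0209 by edgeR). CD44 (ENSG00000026508) lies on chromosome 11 from 35138882 to 35232402 and CD24 (ENSG00000272398) on chromosome 6 from 106969831 to 106975627. Genes of cancer stemness falling with IFNγ + IL1β numbered 1 without the 48 h Control, 24 h IFNγ + IL1β or 48 h IFNγ + IL1β library. Stemness genes rising with IFNγ + TNFα numbered 2 without the 48 h IFNγ + TNFα library. Stemness genes falling with IFNγ + TNFα numbered 1 without the 48 h Control or 48 h IFNγ + TNFα library. CD44 lost its call against Control with IFNγ + TNFα without the 48 h IFNγ + TNFα library (log2 fold change 0.88, under a fold of 2). LGR5 did not pass against Control with IFNγ + TNFα without the 48 h Control, 24 h IFNγ + TNFα or 48 h IFNγ + TNFα library (edgeR's adjusted p = 0.105, 0.0944 and 0.0799 in that order). LGR5 lost its call against Control with IFNγ + IL1β without the 48 h Control, 24 h IFNγ + IL1β or 48 h IFNγ + IL1β library (edgeR's adjusted p = 0.209, 0.139 and 0.186 in that order).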

The expression of tissue inhibitor metalloproteinase-1 (TIMP1), a fibrosis marker [16], was similar to CD44, indicating that their expressions were likely controlled by the same upstream regulator (Fig. 2A). 

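TIMP1, an inhibitor of matrix metalloproteinases, had log2 fold changes of 1.61 with IFNγ + IL1β (standard error 0.41, edgeR's adjusted p = 0.0123) and 1.77 with IFNγ + TNFα (standard error 0.41, adjusted p = 0.00591). At 48 h it was 721 CPM in Control, 2511 CPM with IFNγ + IL1β and 2720.2 CPM with IFNγ + TNFα, ratios of 3.48 (3.45 to 3.51) and 3.77 (3.74 to 3.80). Across single cells with IFNγ + IL1β at 48 h, TIMP1 and CD44 had a Pearson's r of 0.315, against 0.112 in Control, 0.130 with IFNγ and 0.227 with IL1β. TIMP1 and PTGS2 had 0.407 in the same cells. NOS2-positive cells held 1.79 (1.74 to 1.85) times the TIMP1 UMIs of NOS2-negative cells with IFNγ + IL1β and 1.65 (1.59 to 1.71) times with IFNγ + TNFα. Of 22 genes of matrix proteolysis, 13 rose, 2 fell and 7 did not pass the test (adjusted over the list alone, 14 rose and 3 fell) with IFNγ + IL1β. The stromelysin MMP3, the plasminogen activator inhibitor SERPINB2 and the collagenase MMP13 had log2 fold changes of 10.69, 5.89 and 5.72 (standard errors 1.60, 0.59 and 1.24, highest adjusted p = 0.00494 by edgeR). With IFNγ + TNFα, of 22 genes of matrix proteolysis, 13 rose, 2 fell and 7 did not pass the test (adjusted over the list alone, 14 rose and 2 fell), and MMP3, SERPINB2 and MMP13 had log2 fold changes of 10.42, 7.98 and 7.52 (standard errors 1.59, 0.64 and 1.17, highest adjusted p = 4.39e-04 by edgeR). TIMP1 (ENSG00000102265) lies on chromosome X from 47582408 to 47586789. Genes of matrix proteolysis falling with IFNγ + IL1β numbered 0 without the 48 h Control or 48 h IFNγ + IL1β library and 1 without the 24 h IFNγ + IL1β library. Genes of matrix proteolysis falling with IFNγ + TNFα numbered 1 without the 48 h Control library. TIMP1 lost its call against Control with IFNγ + IL1β without the 48 h Control or 48 h IFNγ + IL1β library (edgeR's adjusted p = 0.127 and 0.192 in that order). MMP13 did not pass against Control with IFNγ + IL1β without the 24 h Control library (edgeR's adjusted p = 0.114). TIMP1 lost its call against Control with IFNγ + TNFα without the 48 h Control or 48 h IFNγ + TNFα library (edgeR's adjusted p = 0.0738 and 0.0818 in that order). The log2 fold change of MMP13 with IFNγ + IL1β was 9.60 without the 48 h Control library. The log2 fold change of MMP13 with IFNγ + TNFα was 11.44 without the 48 h Control library.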

To explore the expression relationships between Th1 cytokines, we analyzed the clustering patterns of IL6, IL8, IL1α, and IL1β (Fig. 2B). The clustering patterns of these cytokines are highly similar and strongly overlap after 48 h stimulation with IFNγ + IL1β/TNFα (Fig. 2B). Moreover, examination of other cytokine-induced genes revealed a strong association with IL1α/β (Fig. 2C) and are consistent with observations demonstrating that circulating IL1β predicts poor survival [17]. Together, these findings support the TCGA-BRCA correlation analysis shown in Fig. 1A.

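IL6, the neutrophil attractant CXCL8 (IL8), IL1A (IL1α) and IL1B (IL1β) all rose with both combinations. With IFNγ + IL1β they had log2 fold changes of 8.84, 9.63, 10.20 and 11.68 (standard errors 0.72, 1.28, 1.63 and 1.61, highest adjusted p = 7.02e-04 by edgeR), and with IFNγ + TNFα log2 fold changes of 8.45, 9.15, 10.99 and 11.88 (standard errors 0.71, 1.26, 1.68 and 1.62, highest adjusted p = 3.89e-04 by edgeR). At 48 h IL6 went from 4.58 CPM in Control to 845 with IFNγ + IL1β and 772 with IFNγ + TNFα. CXCL8 went from 16.2 to 2275 and 3502 CPM, IL1A from 0.544 to 209 and 304 CPM, and IL1B from 2.08 to 2437 and 3245 CPM. The ratios to Control with IFNγ + IL1β were 184 (167 to 204) for IL6, 141 (134 to 148) for CXCL8, 384 (289.6 to 521) for IL1A and 1174 (1016 to 1365) for IL1B. NOS2-positive cells held more UMIs of each at 2000 UMIs per cell. With IFNγ + IL1β at 48 h the ratio to NOS2-negative cells was 1.84 (1.75 to 1.94) for IL6, 1.76 (1.71 to 1.81) for CXCL8, 1.83 (1.64 to 2.04) for IL1A and 1.42 (1.37 to 1.47) for IL1B. With IFNγ + TNFα it was 1.69 (1.58 to 1.81), 1.45 (1.40 to 1.50), 1.66 (1.47 to 1.87) and 1.36 (1.31 to 1.42) for the same genes. Without thinning the ratios were 2.42, 2.22, 2.32 and 2.16 (2.14 to 2.18 for IL1B) with IFNγ + IL1β. With IFNγ + TNFα they were then 2.29, 1.92, 2.36 and 1.95. Among 29 cytokines and chemokines, 26 rose, 1 fell and 2 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β. CCL20 and CXCL5, which attract lymphocytes and neutrophils, led the list (log2 fold changes of 12.81 and 12.79, standard errors 1.74 and 1.39, highest adjusted p = 2.06e-04 by edgeR). With IFNγ + TNFα, of 29 cytokines and chemokines, 27 rose, 1 fell and 1 did not pass the test (adjusted over the list alone, 28 rose and 1 fell), and CCL20 and CXCL5 had log2 fold changes of 12.16 and 12.11 (standard errors 1.71 and 1.39, highest adjusted p = 2.11e-04 by edgeR). On GRCh38 in GENCODE release 44, IL6 lies on chromosome 7 from 22725884 to 22732002, CXCL8 on chromosome 4 from 73740519 to 73743716, IL1A on chromosome 2 from 112773925 to 112784493 and IL1B on chromosome 2 from 112829751 to 112836816.

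**Figure D3:**
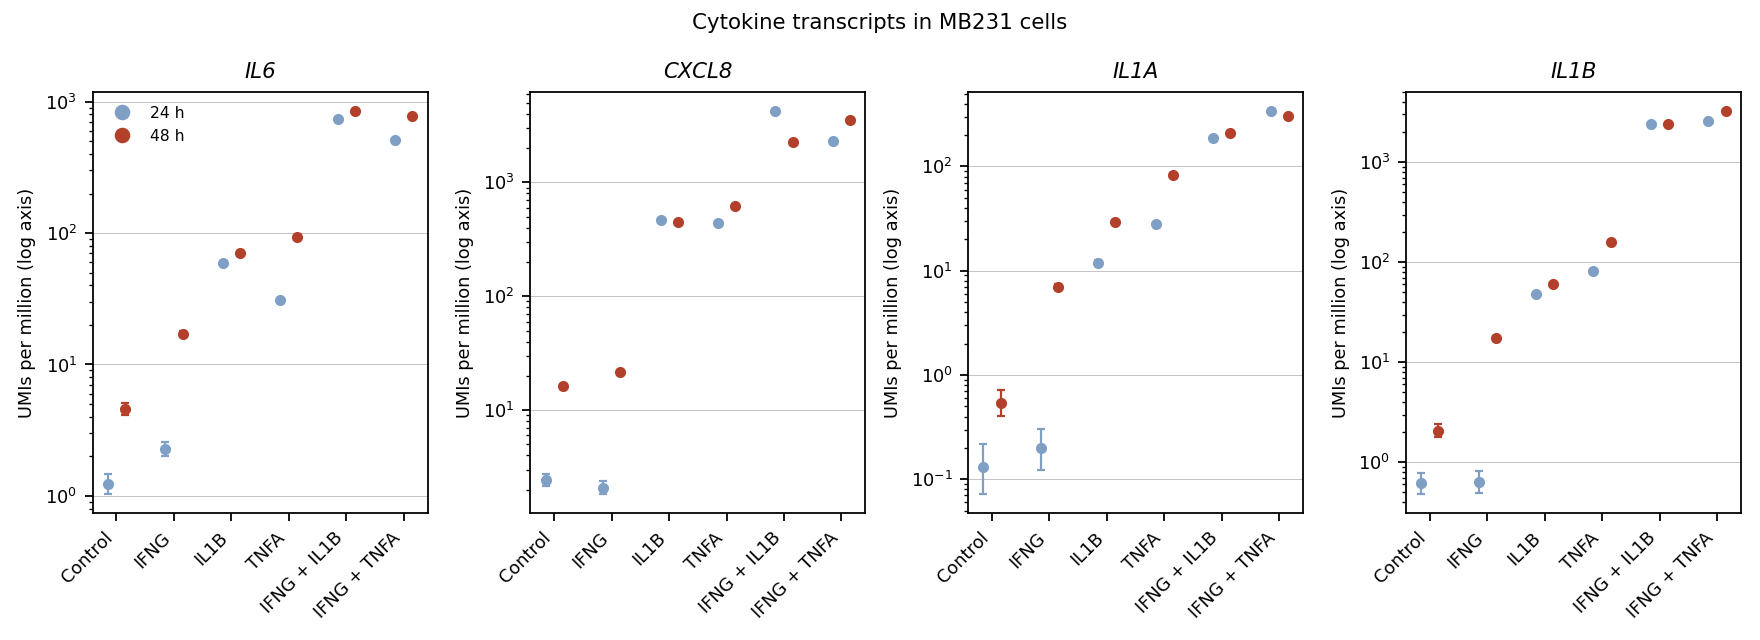
Levels of IL6, CXCL8, IL1A and IL1B in CPM on a log scale in Control, single cytokines and the combinations of IFNγ with IL1β or TNFα. Points are libraries at 24 h (blue) and 48 h (red) with exact Poisson 95% intervals. In the libraries at 48 h, IL1B reaches 3245 CPM with IFNγ + TNFα, against 2.08 CPM in Control.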

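IL1B followed CXCL8 and PTGS2 most closely among the genes of Fig. 2C across cells treated with IFNγ + IL1β for 48 h. Pearson's r of IL1B was 0.491 with CXCL8, 0.402 with IL6, 0.345 with IL1A, 0.227 with the urokinase receptor gene PLAUR, 0.230 with ALDH1A3 and 0.201 with CD44. IL1A had 0.348 with CXCL8, 0.300 with IL6 and 0.275 with PTGS2. With the epithelial keratin KRT7, IL1B had -0.0797 and IL1A -0.0264. The correlation of IL1A with IL1B was 0.114 in Control, 0.194 with IFNγ and 0.271 with IL1β at 48 h. That of IL1B with CXCL8 was 0.0850, 0.180 and 0.314 in the same order. Several other genes of Fig. 2C changed with IFNγ + IL1β. The checkpoint ligand CD274 (PD-L1), the chemokine CCL5 and PLAUR had log2 fold changes of 3.04, 5.23 and 3.28 (standard errors 0.29, 0.36 and 0.27, highest adjusted p = 1.28e-05 by edgeR), and the epithelial genes KRT7 and EPCAM fell (log2 fold changes of -1.51 and -1.08, standard errors 0.39 and 0.20, highest adjusted p = 0.0129 by edgeR). POU5F1, NANOG, ALCAM, IL10, TTF1 and VIM did not pass edgeR's test, with log2 fold changes of 0.77, -0.63, 0.73, 0.63, 0.15 and 0.07 (standard errors 0.44, 0.29, 0.30, 0.99, 0.17 and 0.23, lowest adjusted p = 0.0865). NANOG passed as lower with library size without TMM (log2 fold change -1.007, adjusted p = 0.0226). For IL10 the log2 fold change was -0.69 without the 24 h IFNγ + IL1β library, and without the 48 h IFNγ + IL1β library TTF1 had -0.003 and VIM -0.07, with -0.10 for VIM without the 48 h Control library. Each r is taken across the cells of 1 library, and cells are not replicates, so no p is given. Counting noise lowers r where a gene has few UMIs. KRT7 lost its call without the 24 h Control or 24 h IFNγ + IL1β library (edgeR's adjusted p = 0.130 and 0.132 in that order). EPCAM did not pass without the 24 h IFNγ + IL1β library (log2 fold change -0.99, under a fold of 2).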

**Fig. 2:**
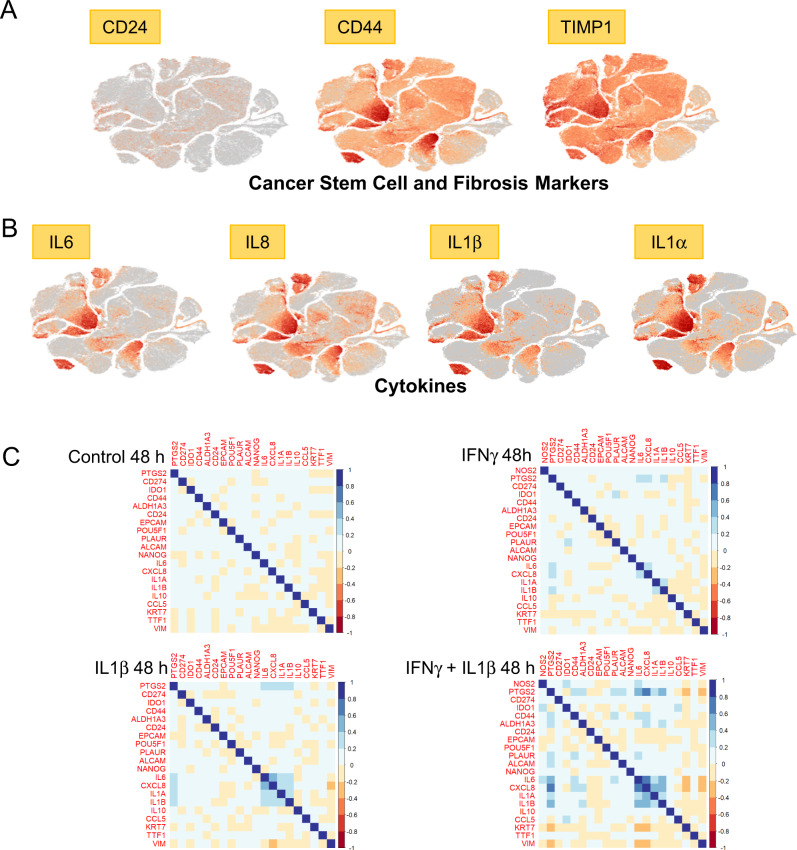
t-SNE plot and correlation analyses. **A** t-SNE plots of cancer stem cell (CD24/CD44) and fibrosis (TIMP1) markers and **B** Th1 cytokine (IL6, IL8, IL1β, IL1α) markers, which clustered in the same regions as NOS2/COX2 shown in panel **A**. **C** Correlation analysis of selected cytokines, cancer stem cell markers, and metastatic-associated genes. Data were extracted from 48 h Control, IFNγ, IL1β, and IFNγ + IL1β treated groups in corrplot (0.92) in R (4.2.1). NOS2 was not expressed in Control and IL1β treated cells and is therefore not represented in the correlation analysis.

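With IL1β alone NOS2 had 0 UMIs at 24 h and 2 at 48 h, the latter 0.0206 CPM (0.00250 to 0.0746). The 24 h libraries with TNFα and LPS held 0 and 0 NOS2 UMIs, and that with IL17 1. In the 24 h Control library 0 of 11408 cells had a NOS2 UMI, which allows a share of up to 0.0323% of cells with a UMI. The test of IL1β against Control gave NOS2 a log2 fold change of 3.02 (standard error 2.17, edgeR's adjusted p = 1.00). A level of 1 to 3 UMIs in a library is at the limit of detection of these libraries.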

### Spatial identification of NOS2 and COX2 niches

The above in vitro findings demonstrate that IFNγ is a key regulator in the induction of NOS2/COX2 expression in ER- breast tumor cells, which raises the question of the origin of IFNγ secretion in tumor tissues. Cytotoxic lymphocytes release IFNγ and are associated with improved survival in TNBC and other cancer types [18–20]. In contrast, elevated tumor NOS2/COX2 expression promotes disease progression and is strongly predictive of poor disease-specific breast cancer survival [7, 9, 10]. These findings implicate a dichotomy where antitumor lymphoid-producing IFNγ cells could induce pro-tumor NOS2/COX2-expressing cellular niches, which may be due to heterogeneity within the TME. To explore this hypothesis, the spatial proximity and relationship between CD8^+^ T cells that produce IFNγ, and tumor NOS2/COX2-expressing cells was examined in 21 ER- breast tumors (including TNBC (*n* = 14) and HER2/neu^+^ (*n* = 7) phenotypes) using multiplex spatial imaging. Fluorescence imaging enables the visualization and quantification of cellular neighborhoods at the single-cell level. High NOS2 and COX2-expressing cells were observed in distinct regions of the TME, as depicted in Fig. 3A. Spatial distribution and density heatmap analyses of the whole tumor reveal distinct regions of NOS2, COX2, and CD8^+^ T cells where NOS2- and COX2-expressing cells (Fig. 3B, C) were observed in separate neighborhoods. In addition, higher CD8^+^ T cell densities were observed near NOS2-expressing cells, while lower densities were identified near COX2-expressing clusters (Fig. 3B, C). Thus, spatially distinct NOS2 and COX2-expressing cells in relation to CD8^+^ T cells in aggressive breast tumors suggest an association between CD8^+^ T cells and cytokine-induced NOS2/COX2 niches that influence clinical outcomes.

**Fig. 3:**
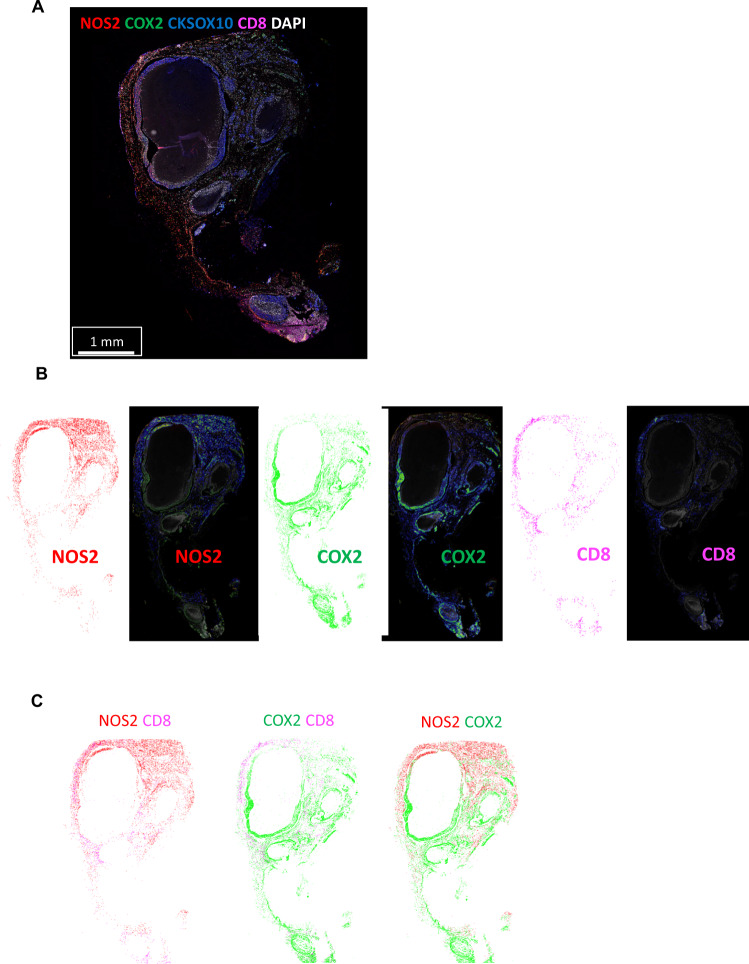
Tumor NOS2/COX2 and CD8^+^ T cells occupy unique areas in the tumor microenvironment. **A** Multiplex fluorescence of an ER-/HER2 + breast tumor showing NOS2 (red), COX2 (green), CKSOX10 (blue), CD8^+^ T cells (magenta), and DAPI (white). **B** Spatial distribution (left) and density heat maps (right) of NOS2, COX2, or CD8^+^ T cells. Spatial distributions reflect a positive detection of the markers within 25 µm diameter areas independent of amount. Density heat maps provide a visual quantitation reflected by color gradation (low-high) blue, green, yellow, orange, and red of the biomarker protein expressions. **C** comparison of NOS2/CD8, COX2/CD8, and NOS2/COX2 spatial distribution combinations.

### NOS2 and COX2 fluorescence intensity

The NOS2/COX2 expressions in ER- tumors previously scored as NOS2/COX2 high (hi) or low (lo) by routine immunohistochemistry (IHC) grades of 1–4 [7, 9] were analyzed for NOS2/COX2 fluorescence intensity at the single cell level using multiplexed fluorescence imaging, which provides spatial information at the single-cell level in regions including necrosis, stroma, and viable tumor. Viable tumor and stroma regions were annotated by a Veterinary Pathologist on H&E images (QuPath) [21] and fused with NOS2/COX2 fluorescent expression using HALO software (Fig. 4A). NOS2 and COX2 fluorescent intensities were determined for each tumor using real-time tuning in HALO software, and then mean intensities and standard deviations (SD) were determined. Threshold intensities for weak, moderate, and strong expression levels were determined by adding 2, 4, or 6 SD, respectively, to the mean intensity threshold setting. NOS2/COX2 fluorescent intensities of the entire tumor quantified from these thresholds (Supplemental Fig. 1A) were consistent with the original IHC Pathologist scored NOS2/COX2 expression levels previously reported [7, 9]. When stratifying for tumor vs stroma, NOS2/COX2 tumor expression with strong/moderate signal intensity was significantly elevated in NOS2/COX2 high-expressing tumors (Supplemental Fig. 1B). In contrast, NOS2 weak signal intensities were significantly elevated in the stroma but not tumor, while COX2 weak signal intensity was higher in tumor but not stroma (Supplemental Fig. 1B). NOS2 and COX2 feedforward signaling [10] has been shown to maintain their expressions. A potential linear relationship between tumor NOS2 and COX2 in these tumors was examined using Pearson’s correlation coefficient, which revealed linear correlations between NOS2 and COX2 expression at strong, moderate, and weak intensities (Supplemental Fig. 1C). Together, these results support NOS2/COX2 feedforward signaling as shown in Fig. 1A, and as previously reported [10].

**Fig. 4:**
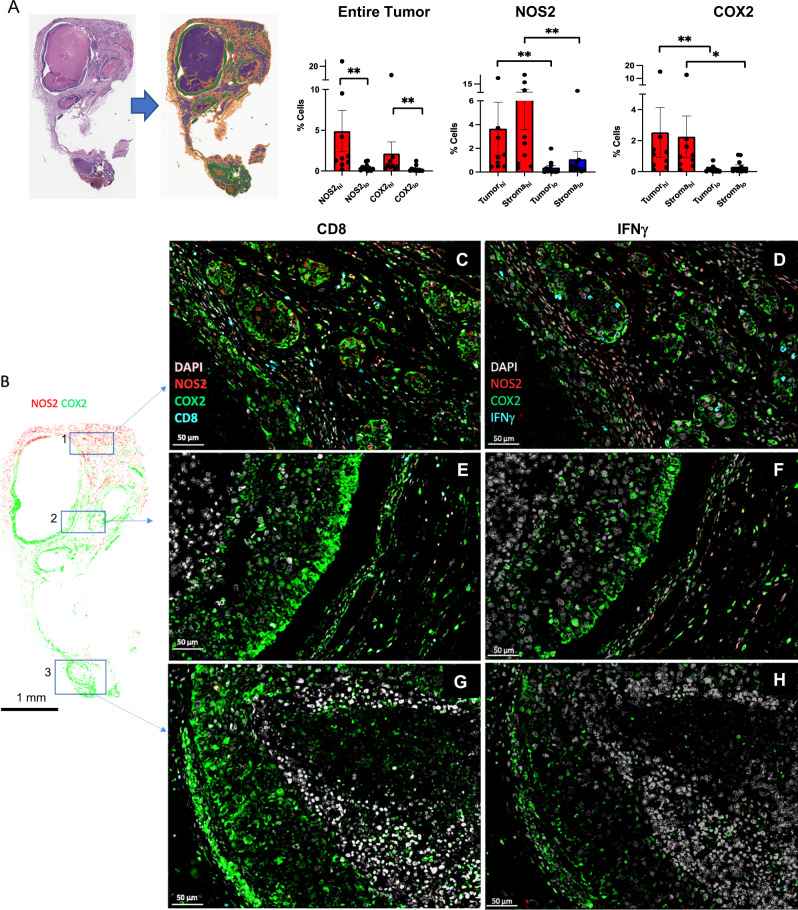
Correlation of pathology scoring and single-cell fluorescence intensities. **A** H&E-stained section (left) fused with a serial fluorescent image (right). H&E sections were evaluated by a pathologist who defined areas of necrosis (purple), viable tumor (green), and stroma (orange). The %NOS2/COX2-expressing cells in the entire tumor as well as tumor and stroma, are shown. **B** Areas in the spatial distribution highlighted by blue boxes labeled 1 (top), 2 (middle), and 3 (bottom) reflect a progression from (1) inflamed regions of stroma-restricted CD8^+^ T cells to (2) cold regions with reduced stroma-restricted CD8^+^ T cells and (3) cold immune desert tumor core regions lacking CD8^+^ T cells. Spatial analyses of NOS2/COX2 expression in these boxed areas as well as CD8^+^ T cells or IFNγ, are shown at 50 μm magnification. Registered images in the inflamed region designated in box 1 shows **C** stroma-restricted CD8^+^ T cells (cyan) or **D** IFNγ expression (cyan) near NOS2-expressing cells (red). Analyses of cold regions designated in box 2 show high COX2 expression and low NOS2 expression with **E** limited CD8^+^ T cells and **F** limited IFNγ. Analyses of immune desert tumor core regions associated with box 3 show high tumor COX2 expression with abated levels of **G** CD8 + T cells and **H** abated IFNγ expression.

### Spatial correlations of NOS2, COX2, and CD8^+^ T cells

Figure 4A demonstrates significant increases in the %cells with elevated tumor NOS2/COX2 expression in the entire tumor as well as tumor and stroma regions. Further examination of NOS2 and COX2 spatial distributions revealed that NOS2^+^ cells are clustered at tumor margins or in the stroma (Fig. 4B–D). While COX2 expression was observed near NOS2-expressing cells in some regions, COX2^+^ cells were densely clustered in distinct areas deeper into the tumor core as well as in immune desert regions of the tumor (Fig. 4E–H). Tumors scored as NOS2_lo_/COX2_lo_ exhibited sporadic low-density NOS2 and COX2 foci, where few or no higher-intensity foci were observed. In contrast, NOS2_hi_/COX2_hi_ tumors exhibited numerous, spatially distinct, high-expressing NOS2 and COX2 foci, with NOS2 clusters at the tumor-stroma interface (Fig. 4C, D). In contrast, boxes 2–3 show COX2 clusters extending deeper into the tumor core (Fig. 4E–H). Thus, NOS2 and COX2-expressing cells are spatially localized in distinct inflammatory regions of the tumor.

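IFNγ can also be tested over all backgrounds, the 10 libraries with IFNγ against the 10 without it at the same cytokine and time. NOS2 then had a log2 fold change of 10.37 (standard error 0.39, edgeR's adjusted p = 5.70e-13), and PTGS2 a log2 fold change of 4.29 (standard error 0.40, edgeR's adjusted p = 1.62e-07). These are averages over the backgrounds. Against Control in the fit of all libraries, PTGS2 did not pass with IFNγ alone but passed with each combination of IFNγ. CXCL9, IDO1 and GBP5 rose as well (log2 fold changes of 14.74, 10.40 and 9.67, standard errors 0.59, 0.35 and 0.50, highest adjusted p = 4.23e-11 by edgeR), as did GCH1 (log2 fold change 3.88, standard error 0.30, edgeR's adjusted p = 1.51e-08). Of 41 genes of the IFNγ response, 40 rose and 1 did not pass the test (adjusted over the list alone, the same numbers), and of 20 genes of MHC class I antigen presentation, 18 rose and 2 did not pass the test (adjusted over the list alone, the same numbers). TAP1 and HLA-F had log2 fold changes of 5.44 and 5.35 (standard errors 0.20 and 0.20, highest adjusted p = 6.91e-13 by edgeR). Among 20 NF-κB genes, 12 rose, 1 fell and 7 did not pass the test (adjusted over the list alone, the same numbers), and ICAM1 and SOD2 had log2 fold changes of 3.85 and 2.88 (standard errors 0.35 and 0.20, highest adjusted p = 1.04e-07 by edgeR). Among 29 cytokines and chemokines, 22 rose and 7 did not pass the test (adjusted over the list alone, the same numbers), led by the IL1 receptor antagonist IL1RN and TNFSF13B (log2 fold changes of 7.04 and 5.80, standard errors 0.67 and 0.29, highest adjusted p = 1.75e-07 by edgeR). The integrin subunit ITGA10, NOX5 and THBS1, the gene of the matrix protein thrombospondin 1, fell (log2 fold changes of -3.66, -2.88 and -2.72, standard errors 0.54, 0.57 and 0.32, highest adjusted p = 4.23e-04 by edgeR). Among 20 S phase genes, 13 fell and 7 did not pass the test (adjusted over the list alone, the same numbers) and of 20 G2 and M phase genes, 11 fell and 9 did not pass the test (adjusted over the list alone, the same numbers), among them the thymidylate synthase TYMS and TOP2A (log2 fold changes of -2.14 and -1.30, standard errors 0.37 and 0.20, highest adjusted p = 1.36e-04 by edgeR). edgeR's quasi-likelihood test called 2371 genes (1187 higher and 1184 lower). The share of higher genes was 50.1% with TMM and 34.8% with library size alone, which shifts the median log2 fold change by -0.21. NOS2 was at 0 to 3 UMIs in the libraries without IFNγ, so its fitted fold depends on the prior count.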

As depicted in Figs. 1D and 2C, IFNγ is necessary for optimal NOS2/COX2 expression in MB231 cytokine-treated cells. Lymphoid cells, including CD8^+^ T cells, are a source of IFNγ secretion [20]. Recent studies have demonstrated a key role in the spatial orientation of CD8^+^ T cells for improved survival in TNBC [22]. Penetration of CD8^+^ T cells into the tumor core defined a fully inflamed tumor that was predictive of improved TNBC patient survival [22]. In contrast, limited CD8^+^ T cell penetration into the tumor core (≤100 CD8^+^ T cells/mm^2^) or stroma-restricted CD8^+^ T cells were associated with fibrotic or immunosuppressive tumor immune microenvironments, which predicted poor survival [22]. Thus, CD8^+^ T cell spatial localization is a predictor of clinical outcomes [22]. Supplemental Fig. 2 describes the classification of NOS2/COX2 strong single-cell intensity relative to the presence of CD8^+^ T cells in all tumors. Given the predictive power of CD8^+^ T cell spatial localization [22], we observed abundant stroma-restricted CD8^+^ T cells (Fig. 4C) with increased IFNγ expression (Fig. 4D) in regions proximal to elevated tumor NOS2 expression, indicating a potential association between CD8^+^ T cells, IFNγ, and NOS2 regulation (Fig. 4C, D). In contrast, Fig. 4E–H show areas with limited CD8^+^ T cells, as well as limited IFNγ and NOS2 expression. Importantly, COX2 is highly expressed in these regions (Fig. 4E–H). Pearson’s correlation coefficients were also determined and showed a significant correlation between tumor NOS2_hi_ expressing cells and CD8^+^ T cells/INFγ (Supplementary Fig. 3A). Interestingly, significant linearity was not observed between CD8^+^ T cells/IFNγ and tumor COX2 expression (Supplementary Fig. 3B). These results suggest that CD8^+^ T cells could provide a source of IFNγ leading to increased tumor NOS2 expression.

### High NOS2 cell niches, increased inflammation, and metastatic potential

The stimulation of oncogenic pathways by NO is characterized by increased epithelial-to-mesenchymal transition (EMT), migration, and cancer cell motility culminating in cancer disease progression and metastasis [23, 24]. Patients in this cohort succumbed to metastatic disease even though lymph node-positive status was not observed at diagnosis. NOS2_hi_ regions were near stroma-restricted CD8^+^ T cells. NOS2_hi_ areas exhibited small tumor clusters that appeared to break away from the primary lesion (satellitosis), indicative of metastatic niches (Fig. 5A box 1, 5B, and 5C). In contrast, satellitosis was absent in regions with lower tumor NOS2 expression as well as fewer CD8^+^ T cells and IFNγ (Fig. 5D, E). These findings indicate that NOS2_hi_ clustering foci could promote increased metastatic potential, which is consistent with earlier reports [15, 25].

**Fig. 5:**
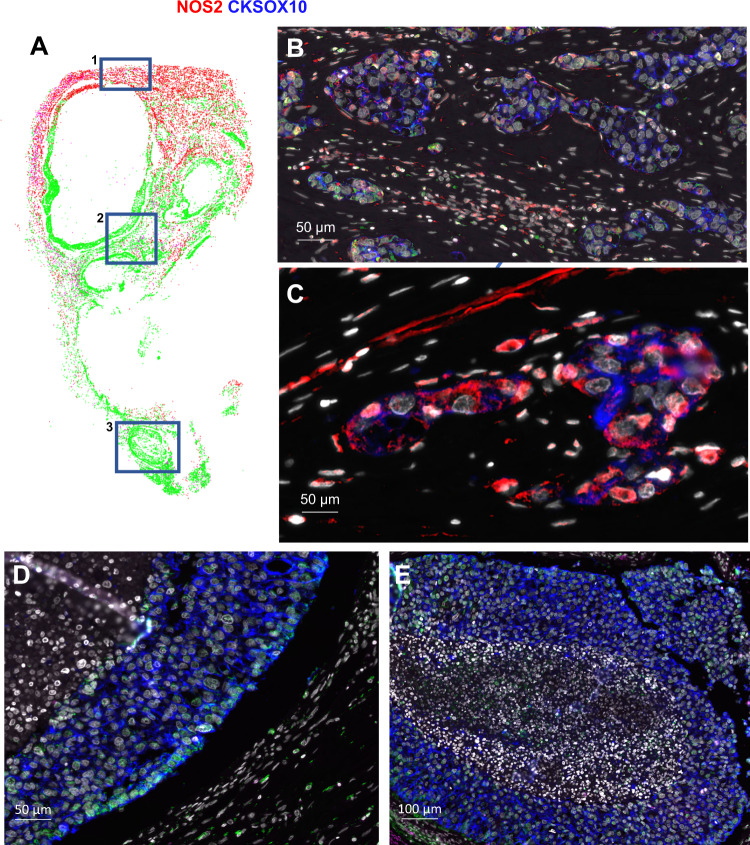
NOS2_hi_ regions are associated with increased satellitosis and metastatic potential. **A** Spatial distribution of the entire tumor with blue boxes labeled 1 (top), 2 (middle), and 3 (bottom) showing **B**, **C** magnification of the spatial localization of NOS2 (red) and the tumor marker CKSOX10 (blue) expressing cells in a NOS2_hi_ region (50 μm) highlighted within Box 1. Both elongated and clustered NOS2-expressing cells that have broken away from the larger lesion are shown, which is indicative of satellitosis and increased metastatic potential. These phenotypes are not observed in cold immune regions (**D**) or immune desert regions (**E**).

### Morphological changes that mimic NOS2^+^ niches

Cellular morphology is a key aspect of metastasis, where cells acquire an elongated phenotype during migration and invasion processes. In vitro migration models have shown NO roles during metastatic processes, where exposure to higher NO flux (100–300 nM) for 24–48 h increased in vitro migration and invasion of MB231 and MB468 breast cancer cells [7, 15]. These earlier observations suggest that increased tumor NOS2 expression and clustering would generate a flux of NO that enhances the metastatic potential of exposed cells within that niche [15]. Herein, we further explored the influence of tumor cell NOS2/COX2 expression on altered cellular morphology. As shown in Fig. 6A, B, MB231 cells exposed to individual, or combination cytokine treatment demonstrated morphological changes and cellular elongation characteristic of EMT in migrating and invading cells. In addition, scratch test assay showed increased wound closure after 12 h of IFNγ + TNFα combination treatment when compared to the untreated control cells (Fig. 6C). Similarly, Boyden chamber assays showed increased cell invasion in response to 48 h IFNγ + TNFα combination treatment, which was reduced by the pan-NOS/COX inhibitors (LNAME/Indomethacin) both as single treatment agents and in combination (Fig. 6D). These results suggest that the upregulation of NOS2/COX2 tumor expression within an inflammatory niche could generate phenotypes with increased metastatic potential (Fig. 6).

**Fig. 6:**
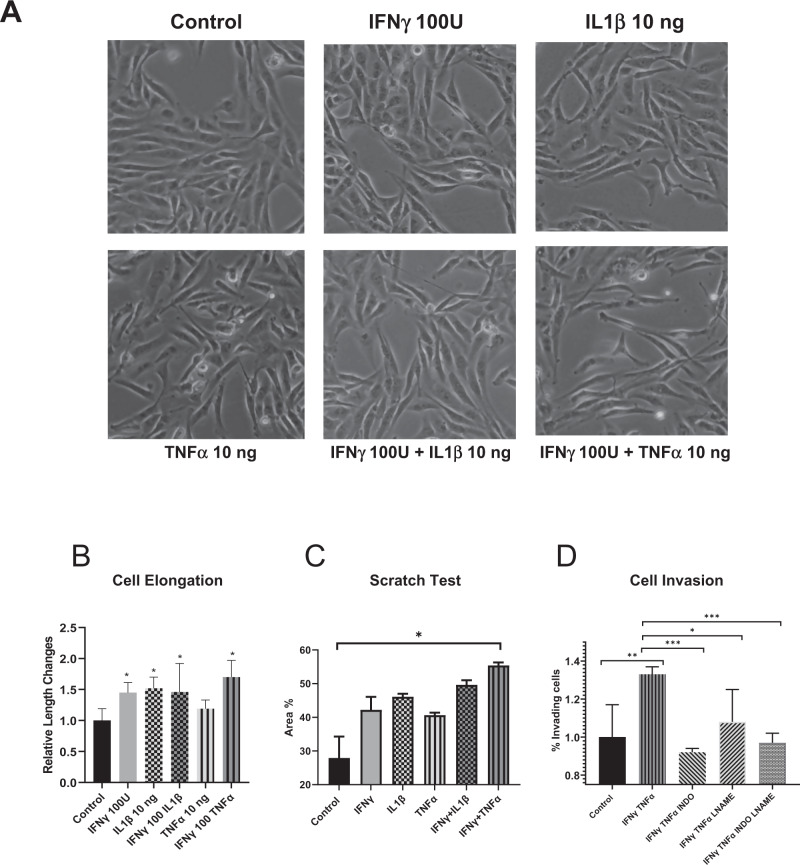
IFNγ and cytokines promote elongation and migration of MB231 breast cancer cells. **A** Microscope images (10X) of control and cytokine-treated MB231 cells for 48 h. **B** Cell elongation analysis after 48 h cytokine treatment. **C** A scratch test assay of MB231 cells after 12 h of cytokine treatment. **D** Cell invasion assay; MB231 cells were seeded in the upper well of a Boyden chamber with serum-free media ± cytokines and the pan-NOS/COX inhibitors LNAME and indomethacin for 48 h. The lower chamber was filled with complete media. Cells were counted against the standard curve. Results are presented as mean ± SD. *p < 0.05, **p < 0.001, ***p < 0.0001.

## Discussion

One of the most effective prognostic indicators for ER- breast cancer is the association between NOS2 and COX2 [10, 26]. The data above demonstrates an unusual link between IFNγ and lymphoid cells in terms of clinical outcomes, as summarized in Fig. 7. IFNγ and CD8^+^ T cells are linked to and necessary for the production of high NOS2 and COX2 levels, despite the fact that they are predictive of positive clinical outcomes and a hallmark of a good prognosis in many malignancies [22, 27]. 

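IFNγ + LPS raised NOS2 and PTGS2 (log2 fold changes of 11.98 and 6.74, standard errors 0.91 and 0.83, highest adjusted p = 1.39e-04 by edgeR). At 48 h NOS2 was at least 205-fold and at 24 h at least 84.4-fold above Control. Among 41 genes of the IFNγ response, 40 rose and 1 did not pass the test (adjusted over the list alone, the same numbers), and of 20 NF-κB targets and regulators, 15 rose and 5 did not pass the test (adjusted over the list alone, the same numbers). CXCL9 and IDO1 had log2 fold changes of 13.71 and 12.27 (standard errors 1.45 and 0.42, highest adjusted p = 9.08e-05 by edgeR), and ICAM1 and SOD2 log2 fold changes of 5.83 and 4.63 (standard errors 0.82 and 0.47, highest adjusted p = 3.86e-04 by edgeR). TNFAIP6 was at least 3899-fold and ACOD1 at least 504-fold above Control at 48 h, and at least 1391-fold and 662-fold at 24 h (log2 fold changes of 16.07 and 14.19, standard errors 2.96 and 2.09, highest adjusted p = 0.00357 by edgeR). Of 29 cytokines and chemokines, 19 rose and 10 did not pass the test (adjusted over the list alone, 21 rose), led by CCL20 (log2 fold change 8.55, standard error 1.53, edgeR's adjusted p = 0.00246). Of 20 genes of the G2 and M phases, 16 fell and 4 did not pass the test (adjusted over the list alone, 18 fell), with TOP2A and the checkpoint kinase BUB1 leading (log2 fold changes of -1.83 and -1.69, standard errors 0.46 and 0.51, highest adjusted p = 0.0390 by edgeR). Of 5 fibroblast markers, 2 rose and 3 did not pass the test (adjusted over the list alone, 3 rose), with DCN in 0.773% of cells at 24 h and 1.36% at 48 h, from 3 and 0 UMIs in Control. With IFNγ + LPS 1986 genes changed in edgeR's test (1171 higher and 815 lower), 59.0% of them higher with TMM and 37.7% with library size alone, which shifts the median by -0.27. More of the lower than of the higher calls were lost without the 48 h Control or 48 h IFNγ + LPS library. The number of changed genes was 790 without the 48 h Control library and 921 without the 48 h IFNγ + LPS library. NF-κB targets and regulators rising numbered 4 without the 24 h Control library, 8 without the 48 h Control library and 6 without the 48 h IFNγ + LPS library. Cytokines and chemokines rising numbered 10 without the 48 h Control library. Genes of the G2 and M phases falling numbered 1 without the 48 h Control library, 3 without the 24 h IFNγ + LPS library and 6 without the 48 h IFNγ + LPS library. Fibroblast markers rising numbered 1 without the 24 h Control library. TNFAIP6 and CCL20 lost their calls without the 48 h Control library (edgeR's adjusted p from 0.0511 to 0.0513). TOP2A and BUB1 did not pass without the 48 h Control, 24 h IFNγ + LPS or 48 h IFNγ + LPS library (edgeR's adjusted p from 0.0544 to 0.304).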

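IFNγ + IL17 also raised NOS2 and PTGS2 (log2 fold changes of 11.79 and 4.40, standard errors 0.92 and 0.76, highest adjusted p = 0.00302 by edgeR), with NOS2 at least 204-fold above Control at 48 h and at least 67.7-fold at 24 h. Of 41 genes of the IFNγ response, 39 rose and 2 did not pass the test (adjusted over the list alone, 40 rose), with CXCL9 and IDO1 at log2 fold changes of 11.91 and 11.62 (standard errors 1.44 and 0.42, highest adjusted p = 3.98e-04 by edgeR). Among 20 NF-κB targets and regulators, 5 rose and 15 did not pass the test (adjusted over the list alone, 8 rose), led by ICAM1 and SOD2 (log2 fold changes of 4.73 and 3.28, standard errors 0.77 and 0.44, highest adjusted p = 0.00204 by edgeR). Among 29 cytokines and chemokines, 14 rose and 15 did not pass the test (adjusted over the list alone, 19 rose), led by CCL20 and TNFSF13B (log2 fold changes of 7.03 and 5.50, standard errors 1.47 and 0.69, highest adjusted p = 0.0117 by edgeR). TNFAIP6 was at least 1153-fold above Control at 48 h and at least 19.3-fold at 24 h (log2 fold change 13.59, standard error 3.04, edgeR's adjusted p = 0.0199). HHIP and RGCC fell (log2 fold changes of -3.00 and -2.94, standard errors 0.28 and 0.67, highest adjusted p = 0.0190 by edgeR). In edgeR's test 819 genes changed with IFNγ + IL17 (646 higher and 173 lower). Of them 78.9% were higher, against 62.5% with library size alone, which shifts the median by -0.22, and 68.2% by DESeq2. Without the 24 h Control, 48 h Control or 48 h IFNγ + IL17 library, lower calls were lost in a larger share than higher calls. The IFNγ + IL17 count was 429 without the 24 h Control library, 361 without the 48 h Control library and 380 without the 48 h IFNγ + IL17 library. NF-κB targets and regulators rising numbered 2 without the 24 h Control library and 3 without the 48 h IFNγ + IL17 library. Cytokines and chemokines rising numbered 7 without the 24 h Control or 48 h Control library and 8 without the 48 h IFNγ + IL17 library. PTGS2 lost its call without the 48 h Control library (edgeR's adjusted p = 0.0657). CCL20, TNFAIP6 and RGCC did not pass without the 24 h Control, 48 h Control or 48 h IFNγ + IL17 library (edgeR's adjusted p from 0.0756 to 0.273). The log2 fold change of RGCC was -4.50 without the 24 h IFNγ + IL17 library.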

According to the scRNAseq results, IFNγ and IL1β/TNFα are necessary to induce the highest levels of NOS2 and COX2 expression, which suggests that lymphoid cells could be a contributing factor in the tumor. According to earlier research, IFNγ is critical for the stimulation of NOS2 in DLD1 (human colon cancer) cells [28]. Also, the scRNAseq of MB231 with IFNγ + IL1β reveals a strong connection between NOS2/COX2, and IL1β, TNFα, IL6, and IL8, bolstering the notion of a strengthened Th1 microenvironment acquired from the TCGA (Fig. 1). This implicates multifactor immune mechanisms leading to a feedforward loop that promotes the induction of high NOS2/COX2-expressing cellular niches and disease progression. 

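Across cells with IFNγ + IL1β at 48 h, PTGS2 had a Pearson's r of 0.591 with CXCL8 (IL8), 0.523 with IL6 and 0.467 with IL1B. NOS2 had 0.198 with IL6, 0.124 with CXCL8, 0.104 with IL1B and 0.118 with IL1A. NOS2 and PTGS2 had 0.116, and the highest value for NOS2 among the genes of Fig. 2C was 0.240, with IDO1. TNF, the gene of TNFα, had 0.0375 with NOS2 and 0.0267 with PTGS2. It was 0.446 CPM at 48 h and 8.19 CPM at 24 h with IFNγ + IL1β, and rose over both times against Control (log2 fold change 8.17, standard error 1.94, edgeR's adjusted p = 0.00848). At its 48 h level counting noise lowers r, so the values of TNF cannot decide on a link with NOS2 or PTGS2. In cells with IL1β alone for 48 h, PTGS2 had 0.351 with CXCL8, 0.356 with IL6 and 0.269 with IL1B. Between NOS2 and PTGS2 the value on raw UMI counts was 0.169. TNF lost its call without the 24 h Control, 48 h Control or 24 h IFNγ + IL1β library (edgeR's adjusted p = 0.0731, 0.0640 and 0.0999 in that order).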

Previous studies have demonstrated that IFNγ, IL6, PGE2, and IL1 all boosted NOS2 expression, suggesting that several reinforcing processes were involved in NOS2 upregulation [15]. In addition, IL1α is a mediator of ER stress that is frequently observed in the TME after chemotherapy. Both IL1α and ILβ increased in response to IFNγ and IL1β significantly enhances these complimentary pathways for the sustained elevation of NOS2/COX2 mechanisms. These factors could conspire to create a NOS2/COX2 inflammatory niche that promotes disease progression.

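IL1A and IL1B were scarce without treatment, and IFNγ alone took IL1A to 6.99 CPM and IL1B to 17.7 CPM at 48 h. Their log2 fold changes with IFNγ alone, 3.02 (standard error 1.34, edgeR's adjusted p = 0.261) for IL1A and 2.35 (standard error 1.14, edgeR's adjusted p = 0.311) for IL1B, did not pass the test. With IL1β alone IL1A was 29.5 CPM and IL1B 61.0 CPM at 48 h, at log2 fold changes of 6.27 (standard error 1.43, edgeR's adjusted p = 0.104) and 5.83 (standard error 1.29, edgeR's adjusted p = 0.0924), which did not pass in that fit. IL1A and IL1B passed with IL1β by DESeq2 (adjusted p = 1.24e-04 and 1.07e-04), without a low-count filter (0.0368 and 0.0298) and in a fit of only the 4 libraries of IL1β and Control (9.66e-10 and 4.91e-08). At 48 h IL1A with IFNγ + IL1β was 7.10 (6.82 to 7.39) times its level with IL1β alone and 29.9 (27.7 to 32.3) times that with IFNγ alone. For IL1B these ratios were 39.9 (38.9 to 41.0) and 138 (132 to 145). The interaction of IFNγ and IL1β was 0.91 (standard error 1.72, edgeR's adjusted p = 1.00) for IL1A and 3.50 (standard error 1.54, edgeR's adjusted p = 1.00) for IL1B, so neither passed the test of a change beyond the sum of the single effects. That of IL1A was -0.42 without the 24 h IFNγ + IL1β library.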

**Fig. 7:**
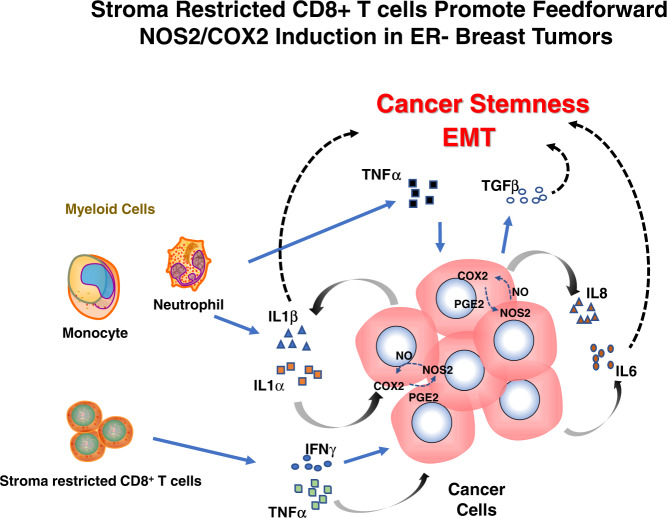
Interplay of cytokine production in the tumor microenvironment leading to NOS2_hi_/COX2_hi_ tumor expressing regions. The secretion of IFNγ by stroma-restricted CD8^+^ T cells and IL1β/TNFα secreted by myeloid cells within the tumor microenvironment leads to tumor NOS2/COX2 expression and the development of aggressive cellular niches with increased metastatic potential and promotes immunosuppression. Cellular neighborhoods expressing high tumor NOS2/COX2 then increase IL1α/β, creating a feedforward loop that maintains tumor NOS2/COX2 expression and elevated cytokines, including IL8 and IL-6 as well as the activation of latent TGFβ by NO. These factors conspire to promote immunosuppression, metastasis, and cancer stemness through NOS2-derived NO and COX2-derived PGE2.

### Single-cell implications of NOS2 expression

Despite the protein’s sequence and biochemistry being comparable in the mouse and human, the NOS2 promoter is complicated and differs significantly between the two species [28–30]. Expression of NOS2 in murine macrophages maximally induced in vitro by IFNγ or LPS has been the gold standard in the NO field, where estimated NO flux could reach as high as 1–5 µM at the cellular level [13]. Murine tumor cells displayed significantly higher NOS2 activity in response to IFNγ or LPS, suggesting a key distinction between tumor cells and macrophages [13]. While data here clearly demonstrate that maximum human NOS2 expression is induced by IFNγ, IL1β, and TNFα, identical to that in murine tumor cells, human macrophages do not activate NOS2 with IFNγ or LPS. However, the levels of NO produced by mouse and human tumor cells still differ significantly on a fundamental level. Recently, it was demonstrated that the number of NOS2^+^ cells, rather than NOS2 expression, correlated with the amount of NO and nitrite produced in vitro [11]. As a result, the clusters of NOS2-expressing cells will affect NO levels, and NOS2 cell clustering can produce areas of greater NO flux [13, 31]. In vitro experiments reveal that high nitrite, and NO levels are present when 50–80% of the cells express NOS2 and fluxes are higher than 100 nM. However, NO production is an order of magnitude lower in 5% of human cancers. Our earlier research demonstrates that NO-driven carcinogenic pathways take place at an ideal concentration of 200–400 nM, which increases the expression of IL6 and IL8 [12]. Nonetheless, NO levels are higher where NOS2-expressing cells are concentrated at a much higher density, such as in localized foci inside the tumor. When considered collectively, these findings suggest that these regions of high-density NOS2-expressing cells have larger NO flux, which can trigger oncogenic mechanisms that take place in the range of 100–300 nM NO in the petri dish [32–34].

### The spatial configuration of the NOS2/COX2 niche

Areas enriched for CD8^+^ T cells and IFNγ are related to the juxtaposition of lymphoid and tumor cells within the TME, which results in high clustering of enhanced NOS2-expressing cells. An earlier study looking at CD8^+^ T cell placement demonstrated that spatial orientation is a crucial factor in the determination of TNBC clinical outcomes [22]. Positive results are described by tumor penetrating CD8^+^ T cells deep into the tumor core in a completely inflamed tumor. On the other hand, stroma-restricted CD8^+^ T cells and immune desert regions devoid of CD8^+^ T cells predict poor clinical outcomes [22]. Here we demonstrate that high NOS2 cellular niches can be formed at the tumor margin and proximal to stroma-restricted CD8^+^ T cells. These niches can now encounter IFNγ and other cytokines that induce tumor NOS2/COX2 expression. Contrarily, NOS2^+^ and COX2^+^ cells are scattered and observed at lower levels in areas with increased CD8^+^ T cell penetration into the tumor. The aforementioned information demonstrates unequivocally that CD8^+^ T cell and IFNγ are close to NOS2 and suggests that an inflammatory niche with stroma-restricted CD8^+^ T cells is necessary for NOS2 induction.

An immune desert devoid of CD8^+^ T cells is another significant aspect of the TME that has previously been identified [22]. Poor clinical outcome is suggested by low CD8^+^ T cell counts and exhausted CD8^+^ T cells in the tumor compartment [35]. One of the critical factors in the absence of CD8^+^ T cells associated with low IFNγ in immunological desert regions was also revealed in regions deficient in NOS2 with increased COX2 expression. This implies that the immunological desert is associated with COX2-positive and NOS2-negative regions. Elevated CD8^+^ T cells and other lymphoid cells that are restricted to tumor stroma or margins can result in situations that promote higher NOS2 and COX2.

### Ramification of NOS2/COX2 niche and metastatic potential

Our prior research demonstrated that NO is essential for promoting EMT and metastasis [15]. Increased inflammation at these NOS2 foci increases the likelihood of metastasis, and the discovery of the NOS2 positive niche at the tumor-stroma interface suggests that this may be the site of metastasis. Elongation and EMT induced by NO are known to mediate these effects [15]. Also, IL1 and PGE2 enhance EMT and cell motility in breast cancer [36, 37]. Herein, IFNγ and ILβ1/TNFα promote motility and elongation [7]. As a result, the NOS2/COX2 inflammatory niches increase the potential for cancer cell motility and metastatic spread. Therefore, limited metastatic potential can be achieved by inhibition of NOS2/COX2 feedforward loops [38]. Given that metastasis is the primary cause of cancer deaths, NOS2/COX2 spatial localization at these sites of inflammation could provide an early prognostic indicator of poor outcome even in the absence of lymph node-positive status [7].

### Summary

IFNγ plays a key role in the induction of proinflammatory antitumor immune responses [39]. However, recent studies have shown that IFNγ response is concentration dependent where low levels in the TME promote protumorigenic disease progression mediated in part through the downregulation of major histocompatibility complexes and upregulation of indoleamine 2,3-dioxygenase and programmed cell death ligand 1 [39]. In addition, IFNγ is necessary to stimulate tumor-specific NOS2/COX2 expression, which through a multifaceted process, also drives oncogenic pathways and shapes immunological profiles associated with poor prognosis [10, 11]. Given that IFNγ is secreted by cytolytic CD8^+^ T cells, spatial analysis suggests that the quantity and location of CD8^+^ T cells [22] present an opportunity for the formation of IFNγ regulatory processes within the TME, including the upregulation of tumor NOS2/COX2 expression and the development of niches that promote disease progression, metastasis, and poor clinical outcomes [7, 10, 11, 22].

## Materials and methods

### Cell culture

The MDA-MB231 (MB231) human breast cancer cell line was obtained from the American Type Culture Collection (ATCC, Manassas, VA) and grown in RPM1-1640 (Invitrogen) supplemented with 10% fetal bovine serum (FBS; Invitrogen, Waltham, MA) at 37 °C in a humidified atmosphere of 5% CO_2_ in the air. Cells were serum-starved overnight prior to experimentation. Depending on the downstream assays, the cells were incubated for 12, 24, or 48 h with the addition of ddH_2_O (control), IFNγ 100 U/mL (285-IF/CF, R&D Systems, Minneapolis, MN), IL1β 10 ng/mL (201-LB/CF, R&D Systems), TNFα 10 ng/mL (210-TA/CF, R&D Systems), IL17A 10 ng/mL (7955-IL-CF, R&D Systems), lipopolysaccharide (LPS, Sigma, St. Louis, MO) 10 mg/mL (L2630, Sigma), LNAME 500 mM (N5751, Sigma, St. Louis, MO), and/or Indomethacin 100 μM (I7378, Sigma, St. Louis, MO).

### In vitro scratch assay

One million cells were plated in a 60-mm dish and allowed to reach 100% confluency. A 200 μl pipette tip was used to etch a straight scratch line across the confluent monolayer. Floating and dead cells were eliminated by washing the dishes in 1X PBS, and then complete media was added. A 10x objective inverted microscope (EVOS, Life Technologies, Carlsbad, CA) was used to take images at 0, 4, 8, and 12 h. The open-source software ImageJ measured the pace at which scratch gaps are refilled (version 1.53 u) [40].

### Cell invasion assay

A cell invasion assay (cat# ab235697) in 96-well plate format from Abcam (Waltham, MA) was used. After cell synchronization, a complete medium was given to the lower chamber as an attractant, and 50,000 cells were seeded in the upper chamber with cytokines ± inhibitors for 48 h. Migrated fluorescent cells were counted at Ex/EM = 530/590 nm on a SpectraMax i3x plate reader (Molecular Devices, San Jose, CA) and compared to a standard curve made from the same cell line.

### Single-cell RNAseq

The single-cell library was generated using the 10x Genomics (San Francisco, CA) Single Cell 3’ Reagent Kit v3 and then sequenced in our sequencing facility (NCI at Frederick, MD) using an Illumina NovaSeq 6000. Sample cells in a suspension medium were examined for viability before library preparation. The cDNAs were sequenced after being barcoded, pooled, and amplified during the library preparation. On average, 10,000 cells per sample were sequenced. The Cell Ranger software provided raw reads as input (10x Genomics, Version 6.1.2). They were demultiplexed and converted into BCL files using the Cell Ranger. All readings were mapped to the human reference genome using the default 10x Genomics Pipeline (Version 3.1.0) after passing quality checks (GRCH38-30.0). Annotated transcript counts within each cell were used to construct UMI (Unique Molecular Identifier) count matrices.

### scRNAseq data analysis

The matrix h5 files for each sample were uploaded to the internal Partek (St. Louis, MO) Flow server for data processing and data mining. All counts were normalized using the default “counts per million, add 1, and log2 transformed” method. The GSA (gene-specific analysis) tool was then applied to discover genes that were differentially expressed between the various experimental samples. Absolute fold changes ≥2 and a *p* value <0.05 were used to select genes. We utilized the Loupe Browser (version 6.3.0, 10× Genomics) to visually inspect the aggregated and standalone datasets to analyze the clustering patterns of the scRNAseq data. To create correlation heat maps, scRNAseq datasets that had been directly processed in Seurat (version 4.0, Satija lab, https://satijalab.org/seurat/) from the Cell Ranger output were exported to RStudio (2022.07.2 Build 576, https://posit.co/) in parallel. Single-cell data is available upon request to the Corresponding Author.

### The Cancer Genome Atlas (TCGA) analysis

The breast cancer (BRCA) subset of TCGA (https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga) were accessed through the UCSC (University of California, Santa Cruz) Xena Browser (Date of access: 11/2/2022, https://xena.ucsc.edu/). In brief, all targeted Th1, Th2, Th17 cytokines, NOS2, and COX2 genes were surveyed in the Xena browser, and then exported to RStudio (2022.07.2 Build 576) for subsequent correlation analysis.

### Tissue collection and immunohistochemical analysis of patient tumor sections

Tumor specimens (*n* = 21) were obtained from breast cancer patients recruited at the University of Maryland (UMD) Medical Center, the Baltimore Veterans Affairs Medical Center, Union Memorial Hospital, Mercy Medical Center, and the Sinai Hospital in Baltimore between 1993 and 2003. Informed consent was obtained from all patients. The collection of tumor specimens, survey data, and clinical and pathological information (UMD protocol no. 0298229) was reviewed and approved by the UMD Institutional Review Board (IRB) for the participating institutions. The research was also reviewed and approved by the NIH Office of Human Subjects Research (OHSR no. 2248). Breast tumor NOS2 and COX2 expression was analyzed previously by IHC using 1:250 diluted NOS2 antibody and 1:50 diluted COX2 antibody (no. 610328 and 610204, respectively, BD Biosciences, San Diego, CA) and scored by a pathologist [7, 9]. For NOS2 staining, a combination score of intensity and distribution were used to categorize the immunohistochemical NOS2 stains where intensity received a score of 0–3 if the staining was negative, weak, moderate, or strong. The NOS2 distribution received scores of 0–4 for distributions <10%, 10–30%, >30–50%, >50–80%, and >80% positive cells [7]. For COX2 staining, scores of negative to weak [1, 2] or moderate to strong [3, 4] were categorized as low or high, respectively [9]. Herein, NOS2 and COX2 expressions were also analyzed by fluorescent staining performed on the Leica Biosystems (Wetzlar, Germany) Bond RX Autostainer XL ST5010 using the Bond Polymer Refine Kit (Leica Biosystems DS9800), with the omission of the Post Primary Block reagent, DAB and Hematoxylin. After antigen retrieval with EDTA (Bond Epitope Retrieval 2), sections were incubated for 30 min with COX2 (Cell Signaling Technology, Danvers, MA, no. 12282, 1:100), followed by the Polymer reagent and OPAL Fluorophore 520 (AKOYA, Marlborough, MA). The COX2 antibody complex was stripped by heating with Bond Epitope Retrieval 2. Sections were then incubated for 30 min with NOS2 antibody (Abcam no. ab15323, 1:50), followed by the Polymer reagent and OPAL Fluorophore 690. The NOS2 antibody complex was stripped by heating with Bond Epitope Retrieval 2 and then stained with CD8 (Abcam no. 101500, 1:100) or IFNγ (Abcam no. 231036, 1:200), followed by the Polymer reagent and OPAL Fluorophore 570. Sections were stained with DAPI and coverslipped with Prolong Gold Anti-Fade Reagent (Invitrogen). Images were captured using the Aperio ScanScope FL whole slide scanner (Leica). The original IHC previously reported [7, 9] and fluorescent NOS2/COX2 staining results were generally consistent.

Formalin-fixed paraffin-embedded (FFPE) tissue sectioned at 4 μm and mounted on SuperFrost Plus slides were stained with a FixVUE Immuno-8^TM^ Kit (formerly referred to as UltiMapper® kits (Ultivue Inc., Cambridge, MA), USA; CD8, NOS2, COX2, CKSOX10, and IFNγ cocktail) using the antibody conjugated DNA-barcoded multiplexed immunofluorescence (mIF) method [1]. These kits include the required buffers and reagents to run the assays: antibody diluent, pre-amplification mix, amplification enzyme and buffer, fluorescent probes and corresponding buffer, and nuclear counterstain reagent. Hematoxylin and Eosin (H&E) and mIF staining was performed using the Leica Biosystems BOND RX Autostainer. Before performing the mIF staining, FFPE tissue sections were baked vertically at 60–65 °C for 30 min to remove excess paraffin prior to loading on the BOND RX. The BOND RX was used to stain the slides with the recommended FixVUE (UltiMapper) protocol. During assay setup, the reagents from the kit were prepared and loaded onto the Autostainer in Leica Titration containers. Solutions for epitope retrieval (ER2, Leica Biosystems cat# AR9640), BOND Wash (Leica Biosystems cat# AR9590), along with all other BOND RX bulk reagents were purchased from Leica). During this assay, the sample was first incubated with a mixture of all four antibody conjugates, next the DNA barcodes of each target were simultaneously amplified to improve the sensitivity of the assay. Fluorescent probes conjugated with complementary DNA barcodes were then added to the sample to bind and label the targets; Next, a gentle signal removal step was used to remove the fluorescent probes of the markers. The stained slides were mounted in Prolong Gold Anti-Fade mountant (Thermo Fisher Scientific, Waltham, MA, cat# P36965 and coverslipped (Fisherbrand Cover Glass 22 × 40 mm, #1.5). Digital immunofluorescence images were scanned at 20× magnification. Images were co-registered and stacked with Ultivue UltiStacker software. The digital images were then analyzed using the HALO image analysis platform [41].

### Statistical analysis

Experiments were assayed in triplicate unless otherwise stated. Student *t*-test was employed to assess statistical significance using the GraphPad Prism software (version 9). Image analyses are reported as mean ± SEM and *T-*tests with Welch’s or Mann–Whitney correction were used when appropriate to determine significance. Linear analyses and Pearson’s correlations were also conducted to determine significant correlations between protein expressions using Prism software. Significance is reported as *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001. Single-cell correlation analyses were conducted in RStudio using the corrplot (0.92) in R (4.2.1).

## Supplementary information

Supplemental Figure Legends

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Authors Checklist

## Data Availability

Single-cell RNAseq data will be made available upon request.

# Supplementary material for: Interferon-gamma is quintessential for NOS2 and COX2 expression in ER- breast tumors that lead to poor outcome
**Source:** Cell Death Dis. 2023 May 11;14(5):319. doi: 10.1038/s41419-023-05834-9
**Supplement:** Supplementary file 1 — Supplemental Figure Legends

## Supplemental Figure Legends

## Supplemental Figure 1. NOS2 and COX2 spatial localization and signal intensity. A) The entire tumor was analyzed for strong, moderate, and weak NOS2 and COX2 fluorescence intensities at the single cell level in 21 NOS2_hi_/COX2_hi_ (n=10) and NOS2_lo_/ COX2_lo_ (n=11) tumor images and found to be consistent with the original IHC Pathologist scoring for area and intensity as reported (7, 9). B) Analysis of strong, moderate, and weak NOS2/COX2 signal intensities in Tumor vs Stroma regions are presented. NOS2 and COX2 fluorescent intensities were determined for each tumor using real-time tuning in HALO software, and then mean intensities and standard deviations (SD) were determined. Threshold intensities for weak, moderate, and strong expression levels were determined by adding 2, 4, or 6 SD, respectively to the mean intensity threshold setting. C) Pearson’s correlation coefficients and linear regression analyses were performed to determine statistically significant linear relationships for NOS2 vs COX2 tumor expression at strong, moderate, and weak signal intensities.

## Supplemental Figure 2. Classification of each tumor based on the single cell level of strong intensity NOS2/COX2 expression. The original IHC’s were designated NOS2/COX2 hi or low based upon Pathologist scoring of area and intensity of the entire tumor. Herein, the selection of population distribution between low and hi was used to determine NOS2/COX2 classification. These hi and low NOS2/COX2 population distributions were assigned as +/- to classify tumors based on the single cell NOS2/COX2 strongest thresholds and expressing cells as percentage of the total.  The designation of CD8^+^ T cells was determined as above or below the mean of 5%.

**Supplemental Figure 3.** Linear correlation analyses. Pearson’s correlation coefficients and linear regression analyses were performed to determine statistically significant linear relationships between Tumor NOS2^+^ vs CD8^+^ T cells/IFNγ (A) and Tumor COX2^+^ vs CD8^+^ T cells/IFNγ (B) in areas stratified for high intensity tumor NOS2/COX2 expression. Pearson’s r^2^ correlations, slopes and p values were determined and shown in each graph.

# Supplementary material for: Interferon-gamma is quintessential for NOS2 and COX2 expression in ER- breast tumors that lead to poor outcome
**Source:** Cell Death Dis. 2023 May 11;14(5):319. doi: 10.1038/s41419-023-05834-9
**Supplement:** Supplementary file 2 — Supplemental Figure 1

## Slide 1
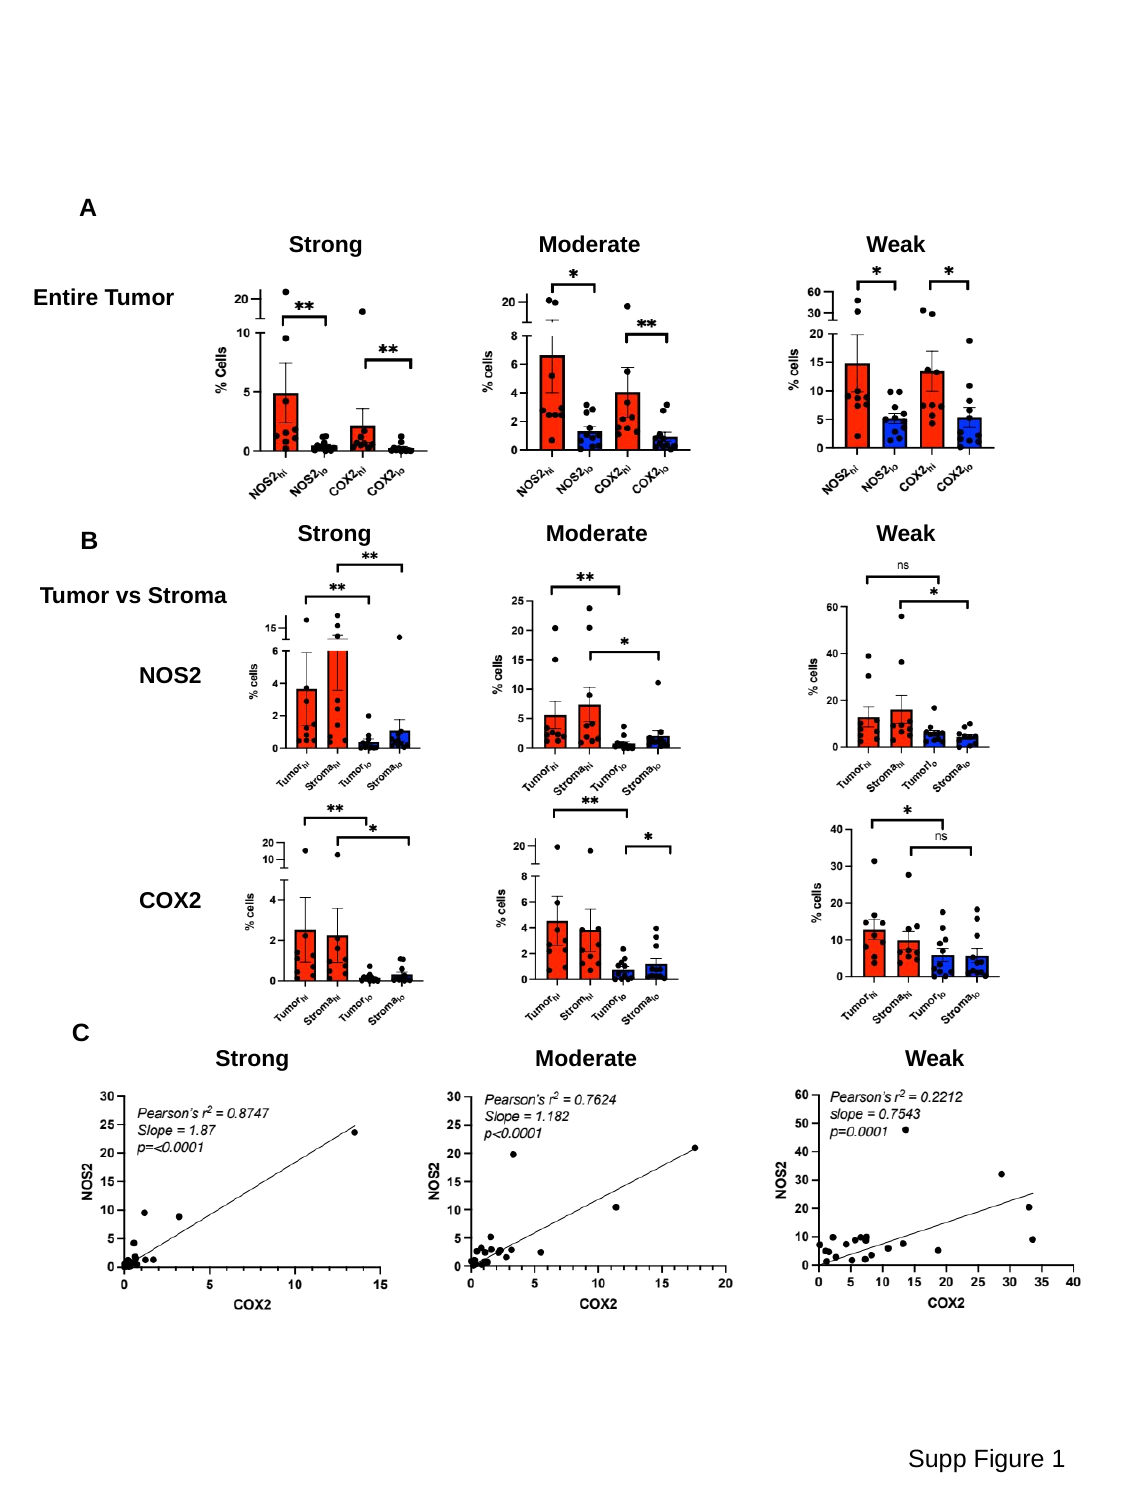

A
Strong
Moderate
Weak
Entire Tumor
Strong
Moderate
Weak
Tumor vs Stroma
NOS2
COX2
B
C
Strong
Moderate
Weak
Supp Figure 1

# Supplementary material for: Interferon-gamma is quintessential for NOS2 and COX2 expression in ER- breast tumors that lead to poor outcome
**Source:** Cell Death Dis. 2023 May 11;14(5):319. doi: 10.1038/s41419-023-05834-9
**Supplement:** Supplementary file 3 — Supplemental Figure 2

## Slide 1
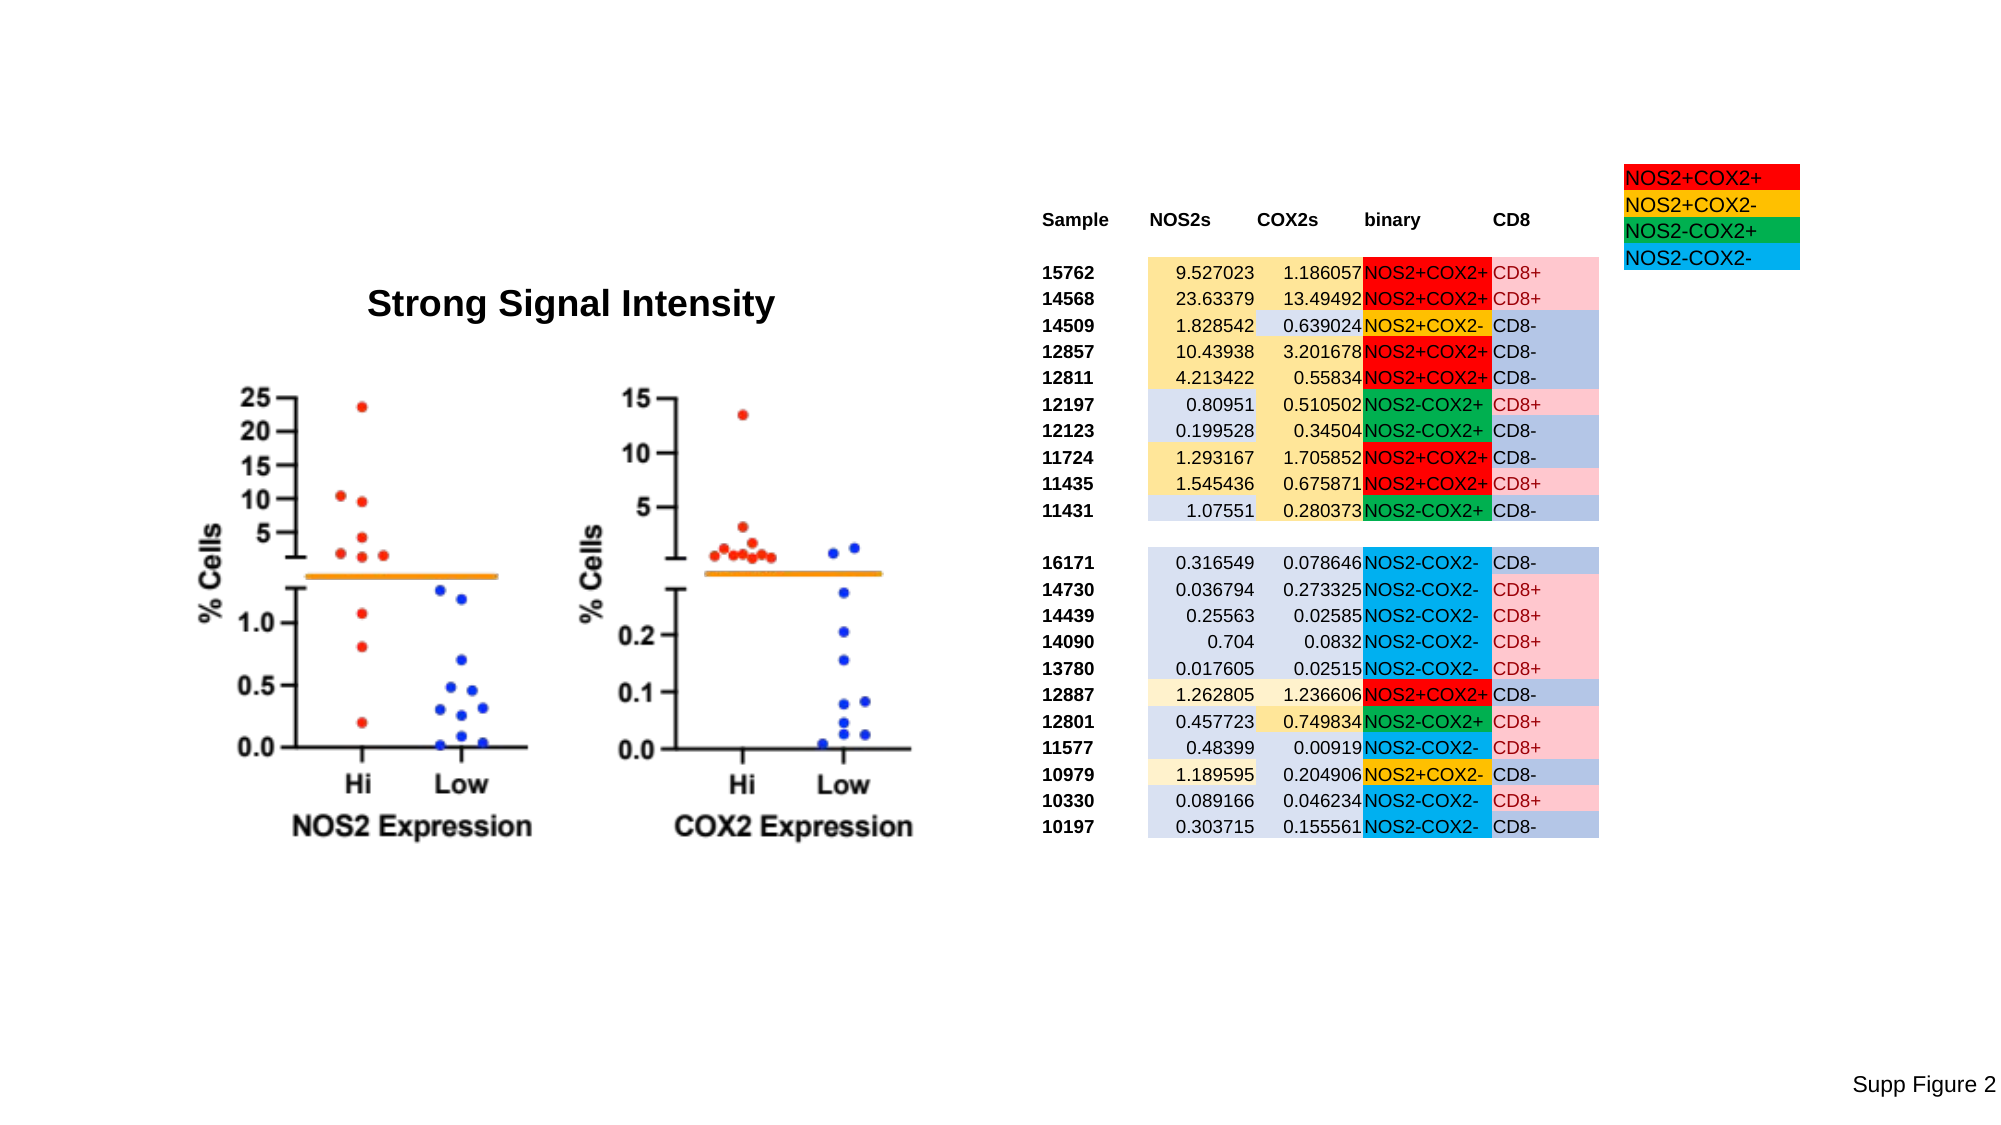

| |
| --- |
| NOS2+COX2+ |
| NOS2+COX2- |
| NOS2-COX2+ |
| NOS2-COX2- |
| Sample | NOS2s | COX2s | binary | CD8 |
| --- | --- | --- | --- | --- |
| | | | | |
| 15762 | 9.527023 | 1.186057 | NOS2+COX2+ | CD8+ |
| 14568 | 23.63379 | 13.49492 | NOS2+COX2+ | CD8+ |
| 14509 | 1.828542 | 0.639024 | NOS2+COX2- | CD8- |
| 12857 | 10.43938 | 3.201678 | NOS2+COX2+ | CD8- |
| 12811 | 4.213422 | 0.55834 | NOS2+COX2+ | CD8- |
| 12197 | 0.80951 | 0.510502 | NOS2-COX2+ | CD8+ |
| 12123 | 0.199528 | 0.34504 | NOS2-COX2+ | CD8- |
| 11724 | 1.293167 | 1.705852 | NOS2+COX2+ | CD8- |
| 11435 | 1.545436 | 0.675871 | NOS2+COX2+ | CD8+ |
| 11431 | 1.07551 | 0.280373 | NOS2-COX2+ | CD8- |
| | | | | |
| 16171 | 0.316549 | 0.078646 | NOS2-COX2- | CD8- |
| 14730 | 0.036794 | 0.273325 | NOS2-COX2- | CD8+ |
| 14439 | 0.25563 | 0.02585 | NOS2-COX2- | CD8+ |
| 14090 | 0.704 | 0.0832 | NOS2-COX2- | CD8+ |
| 13780 | 0.017605 | 0.02515 | NOS2-COX2- | CD8+ |
| 12887 | 1.262805 | 1.236606 | NOS2+COX2+ | CD8- |
| 12801 | 0.457723 | 0.749834 | NOS2-COX2+ | CD8+ |
| 11577 | 0.48399 | 0.00919 | NOS2-COX2- | CD8+ |
| 10979 | 1.189595 | 0.204906 | NOS2+COX2- | CD8- |
| 10330 | 0.089166 | 0.046234 | NOS2-COX2- | CD8+ |
| 10197 | 0.303715 | 0.155561 | NOS2-COX2- | CD8- |
| | | | | |
| | | | | |
| | | | | |
Strong Signal Intensity
Supp Figure 2

# Supplementary material for: Interferon-gamma is quintessential for NOS2 and COX2 expression in ER- breast tumors that lead to poor outcome
**Source:** Cell Death Dis. 2023 May 11;14(5):319. doi: 10.1038/s41419-023-05834-9
**Supplement:** Supplementary file 5 — Authors Checklist

Corresponding Author Name: \_\_\_\_\_

Manuscript Number: \_\_\_\_\_

# Reporting Summary

*Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.*

☐ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes ( $n < 5$ ) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

*Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.*

## Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)
- For animal studies, include a statement about sample size estimate even if no statistical methods were used.
2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)
3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)
- For animal studies, include a statement about randomization even if no randomization was used.

## Reported in section/paragraph or page #

|  |
|--|
|  |
|  |
|  |
|  |
|  |

4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #)

For animal studies, include a statement about blinding even if no blinding was done.

5. For every figure, are statistical tests justified as appropriate?

Do the data meet the assumptions of the tests (e.g., normal distribution)?

Is there an estimate of variation within each group of data?

Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)

|  |
|--|
|  |
|  |
|  |
|  |
|  |
|  |

### Reagents

Reported in section/paragraph or page #

6. Report the source of antibodies (vendor and catalog number)
7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination

|  |
|--|
|  |
|  |

### Animal Models

Reported in section/paragraph or page #

8. Report species, strain, sex and age of animals
9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.

|  |
|--|
|  |
|  |

10. We recommend consulting the ARRIVE guidelines ([PLoS Biol. 8\(6\), e1000412,2010](https://doi.org/10.1371/journal.pbio.1000412)) to ensure that other relevant aspects of animal studies are adequately reported.

## Human subjects

### Reported in section/paragraph or page #

11. Identify the committee(s) approving the study protocol.

12. Include a statement confirming that informed consent was obtained from all subjects.

13. For publication of patient photos, include a statement confirming that consent to publish was obtained.

14. Report the clinical trial registration number (at [ClinicalTrials.gov](https://clinicaltrials.gov) or equivalent).

15. For phase II and III randomized controlled trials, please refer to the [CONSORT statement](#) and submit the CONSORT checklist with your submission.

16. For tumor marker prognostic studies, we recommend that you follow the [REMARK reporting guidelines](#).

## Data deposition

### Reported in section/paragraph or page #

17. Provide accession codes for deposited data. Data deposition in a public repository is mandatory for:

- Protein, DNA and RNA sequences
- Macromolecular structures
- Crystallographic data for small molecules
- Microarray data

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under "**Code availability**" to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability.

How the deposited data were processed for this re-analysis (not part of the article)

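Single-cell RNA of the human breast cancer cell line MDA-MB231 was counted in 20 libraries, 1 per treatment (10) and time (24 and 48 h). The processed matrices of all 20 were used, and raw reads were not used here. The authors made the deposited UMI counts with Cell Ranger, which aligned the reads, called the barcodes that hold cells and counted the unique molecular identifiers of each gene in each of them. The sources name different versions and builds of this step, as given at the start of the results. The matrices hold whole numbers per gene and barcode and were used as UMI counts with no further scaling. The authors' own analysis (log2 of CPM plus 1 in Partek Flow, with a gene-specific analysis at a fold of 2 and a p under 0.05, Loupe and Seurat) was not rerun. The tissue table, the images and the TCGA data of the paper were not analysed here.

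Depth was 85172388 to 110720767 UMIs per library, with a median of 5819 to 12390.5 UMIs and 2060.0 to 3230.5 genes per cell. The median mitochondrial share per library was 9.31% to 14.2%. All deposited barcodes were used in the main results. No pair of libraries had identical sums. Of the genes in the feature list 6138 had no UMI in any library, and 17538 were tested.

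UMIs were summed over the barcodes of each library, so that the library and not the cell was the unit of every test. Sums were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr by treatment, TMM factors, glmQLFit and glmQLFTest). Treatments were compared with Control in a fit of all 20 libraries with treatment and time as additive terms, which leaves 9 residual degrees of freedom, and the same fit gave the interactions of IFNγ with IL1β and with TNFα and the comparison of IFNγ + IL1β with IFNγ + TNFα. The effect of IFNγ over all backgrounds compared the 10 libraries with IFNγ with the 10 without, and the effect of time the 10 at 48 h with the 10 at 24 h. The comparison of the IFNγ effect between 24 and 48 h was added after the data were seen. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Standard errors of log2 fold changes were taken from the fold change and its F statistic and are not given for genes with nearly no UMIs. Genes named singly as risen or fallen against Control lay on that side of Control at both 24 and 48 h. Counts of genes, in lists or in all, rest on the adjusted p and fold alone. No treatment was tested against Control within a time, since each treatment has 1 library there.

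Within a library, levels are CPM with exact Poisson 95% intervals, shares of positive cells have Clopper-Pearson 95% intervals, and ratios between libraries have exact conditional 95% intervals, which hold counting error only. For DCN the most that free RNA can give was taken as all single UMIs, spread over cells in proportion to their UMIs. For shares at equal depth and for the ratio between NOS2-positive and NOS2-negative cells each cell was thinned at random to 2000 UMIs and shallower cells were left out. Correlations are Pearson r across the cells of 1 library, on the natural log of 1 plus UMIs per 10000. Clusters were made from 1000 barcodes per library drawn with a fixed seed, on 2000 variable genes without the genes the paper names, 30 principal components, 15 neighbours and Leiden resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

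Alternatives were DESeq2 1.42.0, library size without TMM factors, no low-count filter, unadjusted p with a fold of 2, only the 4 libraries of a treatment and Control, cells with at least 1000 genes and at most 20% mitochondrial UMIs, cells without the 8% of barcodes with the most UMIs, and each library left out in turn. For cells they were thinning or not, at least 2 UMIs in place of 1, CPM on TMM library sizes, Leiden resolutions 0.5 and 2, the paper's genes kept among the variable genes, and for correlations raw UMIs, log2 of CPM plus 1, thinned counts and Spearman rho. The closing section gives their effect. The tests were also tried on simulated data with 200 changed genes. The shares called are over these genes and need not hold for a gene with a wider spread between libraries. At folds of 1.5, 2 and 4 the share of changed genes called was 2.98%, 50.8% and 97.0% for IFNγ over all backgrounds, 4.48%, 28.4% and 78.8% for IFNγ + IL1β against Control, 0%, 4.48% and 69.7% for the interaction with IL1β, 2.98%, 23.9% and 84.8% between the combinations, 0%, 43.3% and 97.0% for time and 1.49%, 31.3% and 77.3% for the IFNγ effect by time, so small changes are mostly missed.

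Genes are named by a rule set before the files were opened: the 23 genes the paper names for this experiment; for each test the called genes with at least 5 CPM in the higher group and the same sign at both times, from the 10 largest rises and the 10 largest falls; of each of 22 gene lists up to 4 called members with the largest change, or the most abundant where none was called; and the genes of receptors and adaptors of the ligands. Non-coding transcripts among the largest changes were left out. C3 with LPS was named after its value was seen. LOXL4 and PIK3IP1, called by the interaction tests, were also named outside this rule.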

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

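The tests of COL1A1, of cells with at least 2 DCN UMIs and of cell cycle genes relative to all genes were chosen only after the result was seen, and the comparison of the IFNγ effect between 24 and 48 h was added after the data were seen.

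The 24 h library with LPS held 15887 barcodes, and its gap to the next 24 h library was 0.494 of the range of all 24 h libraries. The 48 h library with IL17 held 14734, with a gap of 0.567 of the range at 48 h. The critical value for 10 libraries is 0.466, 12 groups of 10 libraries were checked, and chance passes it in about 1 of 20 groups.

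The effect of IFNγ over all backgrounds differed between 24 and 48 h for 2061 genes by edgeR's quasi-likelihood test (555 with a higher effect at 48 h, 1506 with a lower one), among the latter TNF (log2 fold change -3.81, standard error 0.88, edgeR's adjusted p = 0.00316) and IL10 (log2 fold change -2.54, standard error 0.84, edgeR's adjusted p = 0.0258). The tables argue against barcodes of low quality and a single library as the source, since 2067 genes were called in cells with at least 1000 genes and at most 20% mitochondrial UMIs, and leaving out each library in turn gave 1836 to 2526. Of 100 splits of the 20 libraries into 2 sets of 10 in place of the times, 3 called as many genes. The real one is included in these 3. Other splits mix both times and leave the real effects in the spread, which lowers their counts, so they cannot decide on chance. The highest other split called 5029 genes, more than the real one, and what sets its 2 sides apart was not tested. A response to IFNγ that changes with time, and a difference between the libraries of a treatment that follows neither IFNγ nor time, may both account for the count, and both stay open. IL10 lost its call without the 48 h Control, 24 h IL1β, 24 h IFNγ + IL1β or 48 h IFNγ + LPS library (edgeR's adjusted p = 0.0534, 0.0559, 0.0722 and 0.0567 in that order).

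The matrix and receptor genes DCN, LUM and PDGFRA, of 5 tested genes listed as fibroblast markers, rose with IFNγ + TNFα (log2 fold changes of 9.15, 5.25 and 4.98, standard errors 0.63, 0.88 and 0.53, highest adjusted p = 7.53e-04 by edgeR), to 9.54 CPM of DCN at 48 h from 0 UMIs in Control. Fibroblasts among the cells would bring their abundant collagen transcripts, but COL1A1 fell (log2 fold change -1.07, standard error 0.30, edgeR's adjusted p = 0.0159), from 1.69 to 0.427 CPM at 48 h, where COL1A2 and COL3A1 had no UMIs. A DCN UMI was found in 4.55% (4.15 to 4.98) of the cells of that library, over the 1% set beforehand, in 3.26% at 24 h and in 0.773% to 1.99% in the libraries of IFNγ with IL1β or LPS, against at most 2 cells in a library of Control or IFNγ, a recurrence that argues against stray cells in a single library. Free RNA can bring UMIs to cells that do not make them, and cells with at least 2 DCN UMIs, beyond those it would give had it brought all single ones, were at least 0.594% at 24 h and 1.18% at 48 h, on either side of that 1%, so foreign cells of the culture that answer the cytokines and an induction of DCN in the line itself may both account for it and both stay open. COL1A1 lost its call without the 24 h Control, 48 h Control or 48 h IFNγ + TNFα library (edgeR's adjusted p = 0.0528, 0.0821 and 0.156 in that order).

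Genes of the G2 and M phases fell with IFNγ + IL1β (19 of 20) and with IFNγ + TNFα (20 of 20) by edgeR's test, and of 20 S phase genes 10 and 14 fell. Barcodes of low quality are argued against, since at least 19 of the 20 G2 and M genes fell with each combination in cells with at least 1000 genes and at most 20% mitochondrial UMIs. TMM scaling is argued against as well, since a factor per library shifts all genes alike, while the 40 genes of both lists had medians -1.56 and -1.81 on the log2 scale relative to the median of all genes, and the 20 that fell with each combination with library size alone add nothing, since it lowers all genes. A lower share of dividing cells after the combinations was not tested, and a difference between cultures may also account for the pattern, since each treatment and time has 1 library. Genes of the G2 and M phases falling with IFNγ + IL1β numbered 9 without the 48 h IFNγ + IL1β library. Of the S phase genes, those falling with IFNγ + IL1β numbered 1 without the 48 h Control or 48 h IFNγ + IL1β library, and those falling with IFNγ + TNFα numbered 5 without the 48 h Control library and 7 without the 24 h IFNγ + TNFα library.

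For 6 genes the effect of IFNγ differed between cells with and without IL1β by edgeR's interaction test, against 0 in cells with at least 1000 genes and at most 20% mitochondrial UMIs, 3 with library size alone and 66 by DESeq2. The protease inhibitor TFPI2, the activin subunit INHBA, the acyl-CoA ligase ACSL1, the PI3K inhibitor PIK3IP1 and TNFRSF1B lay above the sum of the single effects (interactions of 4.93, 4.44, 2.29, 2.26 and 2.53 on the log2 scale, standard errors 0.69, 0.63, 0.32, 0.31 and 0.38, highest adjusted p = 0.0458 by edgeR), and LOXL4 below it (log2 fold change -2.28, standard error 0.34, edgeR's adjusted p = 0.0448). The interaction of LOXL4 with TNFα was -2.80. INHBA, ACSL1, TNFRSF1B and LOXL4 lost their calls without any 1 of the 8 libraries of Control, IFNγ, IL1β and IFNγ + IL1β (edgeR's adjusted p from 0.0528 to 0.329), and TFPI2 and PIK3IP1 without any 1 of them other than the 24 h IFNγ + IL1β library (edgeR's adjusted p from 0.0650 to 0.261). The LOXL4 interaction with TNFα lost its call without the 24 h Control, 48 h Control, 24 h IFNγ, 48 h IFNγ, 24 h TNFα or 48 h TNFα library (edgeR's adjusted p = 0.186, 0.207, 0.0830, 0.114, 0.209 and 0.125 in that order).

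Outside the genes that the paper discusses, the gene with the largest rise among those that passed edgeR's test at 5 CPM or more was CXCL9 with IFNγ (log2 fold change 12.03), CCL20 with IL1β (9.18), BCL2A1 with TNFα (8.62), SAA2 with LPS (5.215) and TNFAIP6 with IFNγ + IL1β (18.00), IFNγ + TNFα (18.69), IFNγ + LPS (16.07) and IFNγ + IL17 (13.59), with a highest adjusted p of 0.0226. CCL20 lost its call against Control with IL1β without the 24 h Control, 48 h Control or 24 h IL1β library (edgeR's adjusted p = 0.290, 0.454 and 0.0872 in that order). BCL2A1 did not pass against Control with TNFα without the 24 h Control or 48 h Control library (edgeR's adjusted p = 0.0660 and 0.0967 in that order). SAA2 lost its call against Control with LPS without the 24 h Control or 48 h Control library (edgeR's adjusted p = 0.286 and 0.272 in that order). TNFAIP6 lost its call against Control with IFNγ + LPS without the 48 h Control library (edgeR's adjusted p = 0.0511). TNFAIP6 did not pass against Control with IFNγ + IL17 without the 24 h Control, 48 h Control or 48 h IFNγ + IL17 library (edgeR's adjusted p = 0.0969, 0.204 and 0.273 in that order).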

How the results depend on the processing

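The comparison of the IFNγ effect between 24 and 48 h was added after the data were seen, and all other alternatives were fixed before the data were examined. Leaving out 1 library of a treatment leaves 1 library in that arm, which is then assumed to vary like the others.

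Leaving out each library of a comparison in turn gave 330 to 837 genes with IFNγ, 4 to 40 with IL1β, 42 to 141 with TNFα, 0 to 0 with IL17, 0 to 9 with LPS, 1623 to 2780 with IFNγ + IL1β, 2303 to 3630 with IFNγ + TNFα, 790 to 1789 with IFNγ + LPS and 361 to 945 with IFNγ + IL17. It gave 0 to 2 genes with an interaction of IFNγ and IL1β, 0 to 31 with one of IFNγ and TNFα, 0 to 0 between the 2 combinations, 1821 to 2030 between 24 and 48 h, 2337 to 2664 with IFNγ over all backgrounds and 1836 to 2526 whose IFNγ effect differed by time.

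DESeq2 in place of edgeR called 160 genes for IL1β, 555 for TNFα, 4 for IL17, 23 for LPS, 66 for the IL1β interaction, 89 for the TNFα interaction and 30 for the 2 combinations against each other. Without a low-count filter edgeR called 99 genes for IL1β, 2 for IL17, 5 for LPS, 16 for the IL1β interaction, 6 for the TNFα interaction and 1 for the 2 combinations against each other. A fit of only the 4 libraries of a treatment and Control called 475 genes for IL1β, 1003 for TNFα, 24 for IL17, 101 for LPS and 489 for IFNγ + IL17. At an unadjusted p under 0.05 edgeR called 1547 genes for IFNγ, 470 for IL1β, 1116 for TNFα, 60 for IL17, 177 for LPS, 1795 for IFNγ + IL17, 554 for the IL1β interaction, 621 for the TNFα interaction and 309 for the 2 combinations against each other. Library size without TMM gave 3 genes for the IL1β interaction and 4 for the TNFα interaction. In cells with at least 1000 genes and at most 20% mitochondrial UMIs edgeR called 0 genes for the IL1β interaction and 5 for the TNFα interaction. Without the 8% of barcodes with the most UMIs it called 1 gene for the 2 combinations against each other. The other counts stayed within 1.5 times the main count. The cause of these moves was not tested.

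The share of cells with a NOS2 UMI with IFNγ + IL1β at 48 h was 6.19% with each cell thinned to 2000 UMIs, 16.7% in cells with at least 1000 genes and at most 20% mitochondrial UMIs, 12.8% without the 8% of barcodes with the most UMIs and 6.75% at 2 or more UMIs. That of PTGS2 with IFNγ + TNFα was 72.5%, 89.2% and 73.4% under the first, second and last of these. The share of NOS2-positive cells in the 3 clusters with the highest PTGS2 was 86.2% at resolution 0.5, 51.8% at 2 and 83.8% with the paper's genes kept, and the PTGS2 ratio of NOS2-positive cells was 1.92 without thinning. On raw UMI counts the r of NOS2 with PTGS2 was 0.169, and that of PTGS2 with VIM turned from -0.210 to 0.0479. The cause of these moves was not tested.

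Among named genes that did not pass the test, some log2 fold changes turned direction. With IFNγ + IL1β library size without TMM gave -0.224 for TTF1 and -0.305 for VIM, and leaving out 1 library in turn gave -0.003 to 0.280 for TTF1, -0.100 to 0.249 for VIM and -0.687 to 1.466 for IL10. Between the 2 combinations PTGS2 had -0.011 by DESeq2, -0.005 in cells with at least 1000 genes and at most 20% mitochondrial UMIs, -0.001 without the 8% of barcodes with the most UMIs and -0.574 to 0.423 with 1 library left out. The interaction of IFNγ and IL1β for IL1A was -0.418 to 3.283 with 1 library left out. None of these passed the test.

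Library size without TMM shifted the median log2 fold change of all genes by -0.113 with IFNγ, -0.109 with TNFα, -0.154 with LPS, -0.196 and -0.159 in the interactions with IL1β and TNFα and -0.107 in the IFNγ effect by time. Of the genes named in the text, under all settings together, 2934 values kept their direction and side of the threshold, 218 lost their call, 14 gained one and 12 turned direction. Of single-gene CPM values 550 stayed within their interval and 372 left it, of shares 70 and 90, of ratios 108 and 36, and of correlations 53 stayed, 46 moved and 1 turned direction. In counts simulated for 17538 genes with 200 changed, the comparison of IFNγ + IL1β with Control called 28.4% of genes with a 2-fold change and 78.8% with a 4-fold change, and the interaction 4.48% and 69.7%. These shares need not hold for genes with a wider spread between libraries.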

Differences from the paper's values

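All alternatives named here were set before the data were examined. The paper's text gives NOS2 in up to 9% of cells, and the highest share here was 14.0% with IFNγ + IL1β at 48 h. The share was 6.19% thinned to 2000 UMIs per cell, 12.8% without the 8% of barcodes with the most UMIs and 6.75% at 2 or more UMIs, which do not differ from the paper's value by over 1.5 times, and 16.7% in cells with at least 1000 genes and at most 20% mitochondrial UMIs, which does. The paper's text gives COX2 in up to 40% of cells, and the highest share of PTGS2-positive cells here was 84.8% with IFNγ + TNFα at 48 h. It was 72.5% thinned to 2000 UMIs per cell, 89.2% in cells with at least 1000 genes and at most 20% mitochondrial UMIs, 84.2% without the 8% of barcodes with the most UMIs and 73.4% at 2 or more UMIs, and each of these differs. The paper's Fig. 1D, read by eye, gives other values than its text, about 77% with IFNγ + TNFα and about 72% with IFNγ + IL1β, beside 84.8% and 79.6% here, which do not differ by over 1.5 times. The paper's text gives up to 3 NOS2 counts per cell, and the highest count in a cell with IFNγ + IL1β at 48 h was 22. It was 22 in cells with at least 1000 genes and at most 20% mitochondrial UMIs, 22 without the 8% of barcodes with the most UMIs and 5 thinned to 2000 UMIs per cell, and each differs.

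Fig. 1D shows shares of cells at 48 h, and its values were read by eye. In each comparison that follows, shares thinned to 2000 UMIs per cell and shares at 2 or more UMIs do not differ from the paper's by over 1.5 times, while shares in cells with at least 1000 genes and at most 20% mitochondrial UMIs and shares without the 8% of barcodes with the most UMIs do, and values are given in that order. For NOS2-positive cells: with IFNγ + IL1β it was 14.0%, against the paper's about 8%, with 6.19% and 6.75% in the alternatives that do not differ and 16.7% and 12.8% in those that do. IFNγ + TNFα gave 8.76% beside the paper's about 4.6%, and in the same order 3.51% and 3.75% (no difference) and 11.1% and 8.32% (a difference). With IFNγ + LPS it was 3.88%, against the paper's about 1.2%, with 1.32% and 1.47% in the alternatives that do not differ and 4.22% and 3.60% in those that do. IFNγ + IL17 gave 3.28% beside the paper's about 1.2%, and in the same order 1.04% and 1.34% (no difference) and 3.54% and 3.02% (a difference). For PTGS2-positive cells: with IFNγ + LPS it was 33.5%, against the paper's about 18%, with 17.6% and 20.1% in the alternatives that do not differ and 34.2% and 32.3% in those that do. IFNγ + IL17 gave 14.8% beside the paper's about 6%, and in the same order 6.18% and 6.68% (no difference) and 15.1% and 13.8% (a difference). With IL1β it was 12.9%, against the paper's about 6%, with 5.99% and 6.24% in the alternatives that do not differ and 15.0% and 11.9% in those that do. TNFα gave 22.1% beside the paper's about 12%, and in the same order 11.2% and 11.4% (no difference) and 28.2% and 20.5% (a difference).

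The paper states reduced CD24 in clusters high in NOS2 and COX2 at 48 h. Against Control over both times CD24 had a log2 fold change of 0.65 with IFNγ + IL1β (edgeR's adjusted p = 0.0935) and -0.46 with IFNγ + TNFα (edgeR's adjusted p = 0.216), and neither passed the test. At 48 h alone the ratios to Control on total UMIs were 0.789 (0.704 to 0.883) and 0.458 (0.401 to 0.523). The TMM factors of these libraries were 0.864 with IFNγ + IL1β, 0.871 with IFNγ + TNFα and 1.186 in Control. With these factors CD24 lay below Control, the paper's direction, with IFNγ + TNFα only. Its direction at 48 h with IFNγ + IL1β thus depends on the scaling. Within the 48 h libraries NOS2-positive cells held 1.08 (0.456 to 2.21) and 2.89 (1.02 to 6.70) times the CD24 of NOS2-negative cells thinned to 2000 UMIs per cell, and 2.48 (2.05 to 2.99) and 1.85 (1.34 to 2.50) times without thinning. The paper states that NOS2 was absent with IL1β alone, and 2 NOS2 UMIs were found at 48 h with IL1β, which did not pass edgeR's test against Control over both times. The paper states a strong connection of NOS2 and COX2 with TNFα in cells with IFNγ + IL1β, and the r of TNF was 0.0375 with NOS2 and 0.0267 with PTGS2. TNF was scarce in that 48 h library, and counting noise lowers r where a gene has few UMIs. These r therefore cannot decide on that connection.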

Other observations

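Genes of other groups also changed with the combinations, and the comparison of the IFNγ effect between 24 and 48 h was added after the data were seen. Of 17 mesenchymal genes, 3 rose, 3 fell and 11 did not pass the test (adjusted over the list alone, 3 rose and 4 fell) with IFNγ + IL1β: the matrix protein SPARC fell, and the transcription factor ZEB2 and smooth muscle actin ACTA2 rose (log2 fold changes of -4.62, 2.16 and 1.72, standard errors 0.91, 0.33 and 0.31, highest adjusted p = 0.00268 by edgeR). With IFNγ + TNFα, of 17 mesenchymal genes, 4 rose, 4 fell and 9 did not pass the test (adjusted over the list alone, 4 rose and 5 fell), among them SPARC, TGFBI and ZEB2 (log2 fold changes of -3.66, -3.12 and 2.36, standard errors 0.80, 0.63 and 0.33, highest adjusted p = 0.00421 by edgeR). Of 13 epithelial genes, 2 fell and 11 did not pass the test (adjusted over the list alone, 1 rose and 2 fell) with IFNγ + IL1β, and with IFNγ + TNFα, of 13 epithelial genes, 1 rose, 4 fell and 8 did not pass the test (adjusted over the list alone, the same numbers), with the tight junction gene CLDN7 higher and KRT7 lower (log2 fold changes of 2.21 and -2.11, standard errors 0.58 and 0.39, highest adjusted p = 0.0118 by edgeR). Of 15 genes of hypoxia and glycolysis, 2 rose and 13 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β, and with IFNγ + TNFα, of 15 such genes, 3 rose, 1 fell and 11 did not pass the test (adjusted over the list alone, the same numbers). The vasodilator peptide ADM and the mTOR inhibitor DDIT4 had log2 fold changes of 3.51 and 1.42 (standard errors 0.69 and 0.35, highest adjusted p = 0.0104 by edgeR) with IFNγ + IL1β. Epithelial genes rising with IFNγ + IL1β numbered 1 without the 24 h IFNγ + IL1β library. Epithelial genes falling with IFNγ + IL1β numbered 1 without the 24 h Control library and 0 without the 24 h IFNγ + IL1β library. Epithelial genes rising with IFNγ + TNFα numbered 0 without the 48 h Control or 48 h IFNγ + TNFα library. Genes of hypoxia and glycolysis rising with IFNγ + IL1β numbered 4 without the 24 h Control library and 1 without the 48 h Control library. Such genes falling with IFNγ + TNFα numbered 0 without the 48 h Control or 48 h IFNγ + TNFα library. CLDN7 lost its call against Control with IFNγ + TNFα without the 48 h Control or 48 h IFNγ + TNFα library (edgeR's adjusted p = 0.137 and 0.115 in that order). DDIT4 did not pass against Control with IFNγ + IL1β without the 48 h Control or 48 h IFNγ + IL1β library (edgeR's adjusted p = 0.136 and 0.0640 in that order). The log2 fold change of SPARC with IFNγ + IL1β was -8.16 without the 24 h IFNγ + IL1β library. The log2 fold change of ACTA2 with IFNγ + IL1β was 1.12 without the 48 h IFNγ + IL1β library.

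Lists of other cell types were checked as well. Among 5 fibroblast markers, 3 rose and 2 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β, led by DCN (log2 fold change 7.88, standard error 0.63, edgeR's adjusted p = 2.80e-06). Of 2 T cell markers, 1 fell and 1 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β, and with IFNγ + TNFα, of 2 T cell markers, 1 fell and 1 did not pass the test (adjusted over the list alone, 2 fell). Of 3 myeloid markers, 1 fell and 2 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β, and with IFNγ + TNFα, of 3 myeloid markers, 2 fell and 1 did not pass the test (adjusted over the list alone, 3 fell). Of 2 endothelial markers, none passed edgeR's test (adjusted over the list alone, none passed either, with 0 at an unadjusted p under 0.05 and 0 by DESeq2) with IFNγ + IL1β, and with IFNγ + TNFα, of 2 endothelial markers, 1 rose and 1 did not pass the test (adjusted over the list alone, 1 rose and 1 fell). Of 4 luminal breast markers, 1 fell and 3 did not pass the test (adjusted over the list alone, the same numbers) with IFNγ + IL1β, and with IFNγ + TNFα, of 4 luminal markers, 1 fell and 3 did not pass the test (adjusted over the list alone, the same numbers), with GATA3 lower (log2 fold change -1.29, standard error 0.20, edgeR's adjusted p = 4.20e-04). Of 13 mitochondrially encoded genes, none passed edgeR's test (adjusted over the list alone, none passed either, with 0 at an unadjusted p under 0.05 and 0 by DESeq2) with IFNγ + IL1β, and with IFNγ + TNFα, of 13 mitochondrially encoded genes, none passed edgeR's test (adjusted over the list alone, none passed either, with 0 at an unadjusted p under 0.05 and 0 by DESeq2). Of the genes the paper names for these cells, 14 of 23 rose and 2 fell with IFNγ + IL1β (adjusted over the list alone, 14 and 2), and 14 rose and 2 fell with IFNγ + TNFα (adjusted over the list alone, 14 and 2), which is not independent evidence, since the paper named them from these cells. T cell markers falling with IFNγ + IL1β numbered 0 without the 48 h Control or 48 h IFNγ + IL1β library. T cell markers falling with IFNγ + TNFα numbered 0 without the 24 h Control, 48 h Control, 24 h IFNγ + TNFα or 48 h IFNγ + TNFα library. Myeloid markers falling with IFNγ + IL1β numbered 0 without the 48 h Control or 48 h IFNγ + IL1β library. Myeloid markers falling with IFNγ + TNFα numbered 0 without the 48 h Control or 48 h IFNγ + TNFα library. Endothelial markers rising with IFNγ + TNFα numbered 0 without the 24 h Control or 24 h IFNγ + TNFα library. Luminal breast markers falling with IFNγ + IL1β numbered 0 without the 48 h Control or 24 h IFNγ + IL1β library. Luminal markers falling with IFNγ + TNFα numbered 3 without the 24 h IFNγ + TNFα library. The log2 fold change of DCN with IFNγ + IL1β was 11.97 without the 24 h Control library.

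Time also moved the cells. From 24 to 48 h over all treatments 1873 genes changed by edgeR's quasi-likelihood test (1135 higher and 738 lower at 48 h). Of 100 splits of the 20 libraries into 10 and 10, 1 called as many genes, the real one included, and the highest other called 26. Other splits mix both times on each side and leave the effect of time in the spread. That lowers their counts, so they cannot decide on chance. The calcium-binding protein S100P, the serine synthesis enzyme PHGDH and the stress cytokine GDF15 rose most among abundant protein-coding genes (log2 fold changes of 4.03, 3.75 and 3.63, standard errors 0.58, 0.28 and 0.26, highest adjusted p = 9.10e-05 by edgeR). FAM111B, the checkpoint adaptor CLSPN and the transcription factors TCF19 and MYBL2 fell (log2 fold changes of -3.25, -2.81, -2.79 and -2.75, standard errors 0.59, 0.30, 0.25 and 0.32, highest adjusted p = 5.22e-04 by edgeR). Of 20 S phase genes, 17 fell and 3 did not pass the test (adjusted over the list alone, the same numbers) and of 20 G2 and M phase genes, 19 fell and 1 did not pass the test (adjusted over the list alone, the same numbers), among them CDC20, an activator of the anaphase-promoting complex (log2 fold change -1.88, standard error 0.15, edgeR's adjusted p = 1.14e-06). Of 29 cytokines and chemokines, 10 rose, 1 fell and 18 did not pass the test (adjusted over the list alone, the same numbers), with IL24 and IL1A higher (log2 fold changes of 2.14 and 2.00, standard errors 0.48 and 0.57, highest adjusted p = 0.0111 by edgeR). NOS2 and PTGS2 rose from 24 to 48 h over all treatments (log2 fold changes of 1.69 and 1.71, standard errors 0.25 and 0.32, highest adjusted p = 6.07e-04 by edgeR). Cytokines and chemokines falling numbered 0 without the 24 h IFNγ + TNFα library.

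For IFNγ over all backgrounds, 1 of 100 splits of the 20 libraries called as many genes as the real one, itself included (2371 genes). Other splits mix libraries with and without IFNγ and leave its effect in the spread. That lowers their counts, so they cannot decide on chance. The highest other split, with 8 IFNγ libraries on its larger side, called 2234 genes. In the IFNγ effect by time, of 20 S phase genes, 11 had a lower effect at 48 h and 9 did not pass the test (adjusted over the list alone, the same numbers), among them TYMS and CCNE2 (log2 fold changes of -2.66 and -2.39, standard errors 0.21 and 0.26, highest adjusted p = 8.67e-06 by edgeR). Likewise, of 17 mesenchymal genes, 6 had a lower effect at 48 h and 11 did not pass the test (adjusted over the list alone, the same numbers), led by the cadherin CDH2 (log2 fold change -4.52, standard error 0.93, edgeR's adjusted p = 0.00243). Among 14 MHC class II genes, 4 had a lower effect at 48 h and 10 did not pass the test (adjusted over the list alone, the same numbers), led by HLA-DMB (log2 fold change -1.53, standard error 0.40, edgeR's adjusted p = 0.00707). Mesenchymal genes with a higher effect at 48 h numbered 1 without the 24 h IFNγ or 48 h LPS library. MHC class II genes with a lower effect at 48 h numbered 2 without the 48 h IFNγ + TNFα library.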
